# Somatostatin-expressing parafacial neurons are CO_2_/H^+^ sensitive and regulate baseline breathing

**DOI:** 10.7554/eLife.60317

**Published:** 2021-05-20

**Authors:** Colin M Cleary, Brenda M Milla, Fu-Shan Kuo, Shaun James, William F Flynn, Paul Robson, Daniel K Mulkey

**Keywords:** retrotrapezoid nucleus, chemoreception, disinhibition, Mouse

## Abstract

Glutamatergic neurons in the retrotrapezoid nucleus (RTN) function as respiratory chemoreceptors by regulating breathing in response to tissue CO_2_/H^+^. The RTN and greater parafacial region may also function as a chemosensing network composed of CO_2_/H^+^-sensitive excitatory and inhibitory synaptic interactions. In the context of disease, we showed that loss of inhibitory neural activity in a mouse model of Dravet syndrome disinhibited RTN chemoreceptors and destabilized breathing (Kuo et al., 2019). Despite this, contributions of parafacial inhibitory neurons to control of breathing are unknown, and synaptic properties of RTN neurons have not been characterized. Here, we show the parafacial region contains a limited diversity of inhibitory neurons including somatostatin (*Sst*)-, parvalbumin (*Pvalb*)-, and cholecystokinin (*Cck*)-expressing neurons. Of these, Sst-expressing interneurons appear uniquely inhibited by CO_2_/H^+^. We also show RTN chemoreceptors receive inhibitory input that is withdrawn in a CO_2_/H^+^-dependent manner, and chemogenetic suppression of *Sst+* parafacial neurons, but not *Pvalb+* or *Cck*+ neurons, increases baseline breathing. These results suggest *Sst*-expressing parafacial neurons contribute to RTN chemoreception and respiratory activity.

## Introduction

The retrotrapezoid nucleus (RTN) is an important respiratory control center located in the ventral parafacial region of the medulla oblongata (Guyenet and Bayliss, 2015; Guyenet et al., 2019). Of particular interest are RTN neurons that function as central respiratory chemoreceptors by regulating depth and frequency of breathing in response to changes in tissue CO_2_/H^+^ (Guyenet et al., 2019; Nattie and Li, 2012). Chemosensitive RTN neurons express the transcription factor Phox2b (Stornetta et al., 2006), are glutamatergic (Mulkey et al., 2004; Weston et al., 2004), and are intrinsically responsive to CO_2_/H^+^ by mechanisms involving acid inhibition of TWIK-related Acid-Sensitive K^+^ channel 2 (TASK-2; Wang et al., 2013a) and activation of G-protein-coupled receptors (GPR4; Kumar et al., 2015). Activity of RTN chemoreceptors is also subject to modulation by purinergic signaling (Mulkey et al., 2006; Wenker et al., 2012) most likely from local astrocytes (Gourine et al., 2010; Huckstepp et al., 2010) as well as excitatory (Lazarenko et al., 2011; Mulkey et al., 2007) and inhibitory (Guyenet et al., 2005; Moreira et al., 2007; Takakura et al., 2007) synaptic input. In addition, previous work showed using a Phox2b-eGFP reporter line that RTN chemoreceptors have numerous presumptive inhibitory (symmetric) and glutamatergic synapses (asymmetric) (Lazarenko et al., 2009). These results are supported by functional evidence showing in urethane-anesthetized rats that unilateral RTN injection of glutamate receptor blockers (AP5 or CNQX) decreased baseline breathing and the ventilatory response to CO_2_ (Nattie and Li, 1995), whereas unilateral RTN injection of the GABA_A_ receptor blocker bicuculline stimulated baseline breathing and blunted CO_2_-stimulated respiratory activity (Nattie et al., 2001). This suggests glutamatergic and GABAergic synaptic drive to the RTN from distal and possibly local sources are required for maintenance of baseline breathing and CO_2_/H^+^ chemoreception. Furthermore, in the context of disease, suppression of parafacial inhibitory neural activity in a mouse model of Dravet syndrome caused a disordered breathing phenotype, and at the cellular level increased baseline activity and CO_2_/H^+^ dependent firing of RTN chemoreceptors (Kuo et al., 2019). These results suggest loss of inhibitory neural activity disinhibited RTN chemoreceptors and contributed to breathing problems. Despite this potential significance, contributions of parafacial inhibitory neurons to control of breathing are undetermined and synaptic properties of RTN neurons have not been characterized.

Based on in vivo multi-electrode array recordings in cats that showed the RTN contains CO_2_/H^+^-activated and -inhibited neurons that communicate through CO_2_/H^+^-dependent excitatory and inhibitory interactions (Ott et al., 2011), we hypothesize that ventral parafacial inhibitory neurons in the region of the RTN sense changes in CO_2_/H^+^ and regulate baseline breathing by a mechanism involving disinhibition. To address this, we first performed single cell RNA sequencing (scRNA-seq) to further characterize molecular signatures of chemosensitive RTN neurons and identify types of inhibitory neurons present in the parafacial region. We confirm the RTN is composed of two subsets of glutamatergic *Phox2b*- and *Nmb*-expressing neurons with similar levels of proton sensing machinery (*Gpr4* and *Kcnk5*) but differ in galanin (*Gal*) expression. We also determined that parafacial inhibitory neurons are predominantly GABAergic and glycinergic and are composed of *Sst*, *Pvalb*, *Ndnf*, and *Cck* subtypes, including an *Sst* subset that is strongly inhibited by CO_2_/H^+^. At the network level, we show that the RTN functions as a CO_2_/H^+^-sensing network where excitatory and inhibitory neurons interact in a CO_2_/H^+^-dependent manner to augment respiratory drive. Also, at the whole animal level, we show that ventral parafacial inhibitory neurons, and more specifically *Sst*+ inhibitory neurons, regulate respiratory activity under baseline conditions but do not contribute to respiratory output under high CO_2_ conditions. The CO_2_/H^+^ response profile of *Sst*+ parafacial neurons, together with their preferential contribution to baseline breathing, suggest these cells are important determinants of resting respiratory drive.

## Results

### Molecular profiles of glutamatergic and GABA/glycinergic parafacial neurons

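Cells from the ventral parafacial region of 10-day-old C57BL/6J mice were profiled by single-cell RNA sequencing in 2 libraries, each made from 8 pooled mice (4 male and 4 female). One library came from untreated mice and the other from mice given 0.2 mg of 4OH-tamoxifen per day for 3 days. Each condition has 1 library, so no test between conditions could be made, and both values are given wherever the libraries are compared. The authors deposited the count of unique molecular identifiers (UMIs) for every gene and cell barcode, without normalization and before the removal of doublets and low-quality cells. The untreated library holds 3767 barcodes and 18496942 UMIs, with a median of 3455 UMIs and 1635 genes per barcode. The 4OH-tamoxifen library holds 10241 barcodes and 34704167 UMIs, with a median of 2316 UMIs and 1229 genes per barcode. The filters that the paper describes were applied to each library. Scrublet at its automatic threshold marked 6 untreated barcodes (0.159%) and 544 4OH-tamoxifen barcodes (5.31%) as doublets, and these were removed. Barcodes with fewer than 800 genes (119 untreated and 865 with 4OH-tamoxifen), more than 50 hemoglobin UMIs (114 and 173) or more than 20% mitochondrial UMIs (303 and 415) were also removed, which left 3339 untreated and 8558 4OH-tamoxifen cells. Without doublet removal the same filters kept 3345 and 9050 cells, and the paper's methods give 3345 and 9054 cells for the filtered matrices. All values given here use the 3339 and 8558 cells. UMIs were scaled to the median total per cell and log2-transformed, and cells of both libraries were placed in 1 graph by 8 nearest neighbours in each library on 25 principal components, then grouped by Leiden clustering at a resolution of 0.7. Clusters were named by marker genes, with the ending "-like", and no name was given where fewer than 3 markers were detected. Sums of UMIs over cells are given per 1000000 UMIs (CPM) with exact Poisson intervals, shares of cells with exact binomial intervals (Clopper-Pearson), and ratios of CPM with exact conditional intervals, all at 95%. These intervals cover counting error only, not the variation between mice or libraries. A cell has a gene when at least 1 UMI of it was counted. RNA that is free in the droplets also gives UMIs, so the share in microglia-like cells is given beside each share in neurons as the background. Where depth could change a share, each cell was also thinned to 2000 UMIs, and shallower cells were left out. Gene positions are those of GRCm38, matched by the Ensembl identifiers of the deposited gene list.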

Single cells from the ventral parafacial region were isolated from 10-day-old wild type C57BL/6J (N = 16; 8 of each sex). Note that four male and four female mice included in this cohort received 4OH-tamoxifen (0.2 mg/daily for 3 days). However, since tamoxifen treatment did not affect the proportion of cells obtained or relative transcript profiles across all major cell types (Figure 1—figure supplement 1), these data sets were pooled. 

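Astrocyte-like cells were 23.7% (22.3 to 25.2) of the filtered untreated cells and 21.2% (20.4 to 22.1) of the filtered 4OH-tamoxifen cells. Oligodendrocyte-like cells were 12.9% (11.8 to 14.1) and 16.7% (15.9 to 17.5), and oligodendrocyte precursor-like cells 15.6% (14.4 to 16.9) and 18.6% (17.8 to 19.5). In the other direction, microglia-like cells were 11.2% (10.2 to 12.4) of the untreated library and 7.03% (6.50 to 7.60) of the 4OH-tamoxifen library, endothelial-like cells 9.19% (8.24 to 10.2) and 5.30% (4.84 to 5.80), and pericyte-like cells 3.05% (2.50 to 3.70) and 1.30% (1.07 to 1.56). The share of cells that would have to change type for both libraries to hold the same proportions was 13.6 percentage points (11.5 to 15.6 in 95% of simulated draws). The alternative that moved this most was a minimum of 1200 genes per cell, at 28.1 percentage points, and a minimum of 500 genes gave 11.4. The value thus changed with the gene limit, and the untreated library was deeper. These differences exceed counting error. With 1 library per condition they cannot be assigned to the treatment, to the mice, to the preparation or to depth.

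**Figure D1:**
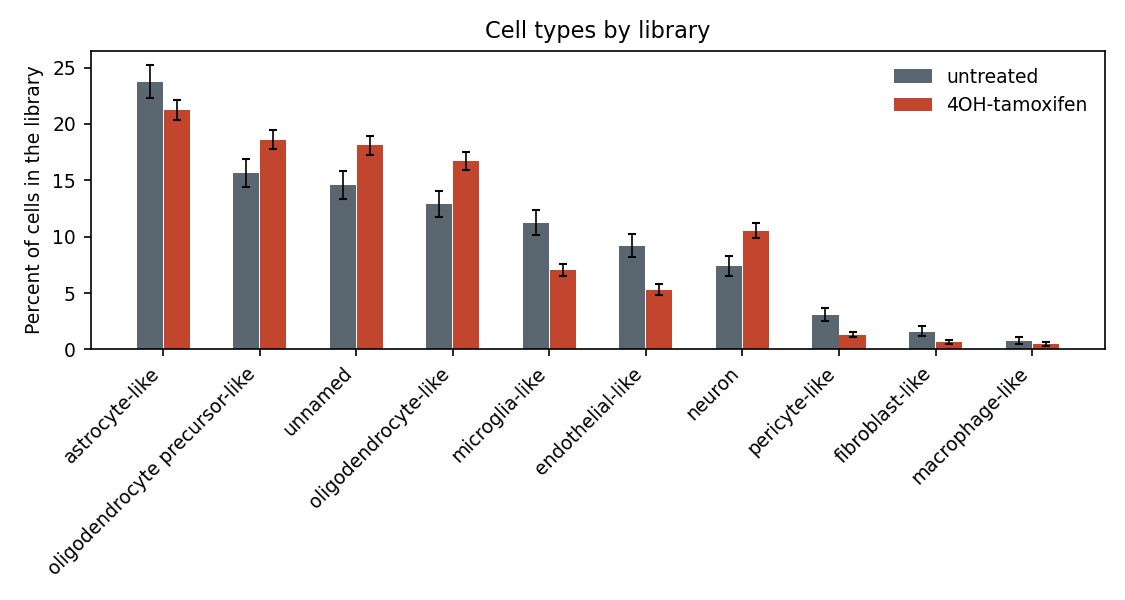
Percent of filtered cells (y axis) in each cell type (x axis) in the untreated and 4OH-tamoxifen libraries. Bars are 1 library each and error bars are exact binomial 95% intervals. Neurons, oligodendrocyte-like and oligodendrocyte precursor-like cells take larger shares with 4OH-tamoxifen, and microglia-like, endothelial-like and pericyte-like cells smaller shares.

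Summed transcript profiles were compared between the libraries in the 7 types with at least 100 cells in each, as Pearson's r across genes of log2 of CPM plus 1, where genes are not independent replicates. The median r was 0.978, from 0.870 in pericyte-like to 0.989 in oligodendrocyte-like cells. Equal random parts of the 4OH-tamoxifen cells of each type, which were not matched to the cell numbers of the libraries, gave 0.776 to 0.992. In each type the 3 genes with the largest CPM ratio in each direction were listed among genes with at least 50 CPM in the higher library and 20 UMIs in the lower. The largest ratio was that of *Mgp* (chromosome 6, 136872435 to 136875823) in oligodendrocyte-like cells, with 459 CPM (440 to 479) in untreated and 2.42 CPM (1.55 to 3.59) in 4OH-tamoxifen cells. *Mgp* was also higher in untreated pericyte-like and endothelial-like cells, by ratios of 3.78 (3.14 to 4.58) and 2.80 (2.27 to 3.47). Its neighbour *Smco3* was also higher in untreated oligodendrocyte-like cells, at 59.2 CPM against 10.8 CPM. In microglia-like cells the largest ratio was that of *Meg3*, at 38.3 CPM in untreated and 234 CPM in 4OH-tamoxifen cells, a ratio of 6.09 (4.65 to 8.11) that fell to 1.95 with a minimum of 500 genes per cell and 1.98 without batch balancing. Neuronal genes such as *Nefh*, *Nefm* and *Prph* were on the lists of non-neuronal types, each in 2 types and each higher with 4OH-tamoxifen. In neurons *Slc6a2* was 5.61 times (3.94 to 8.11) and *Dbh* 3.47 times higher in untreated cells, and with at most 10% mitochondrial UMIs per cell both ratios fell below 1, to 0.114 and 0.933. *Th*, the third gene of that list, was 3.13 times (2.26 to 4.35) higher in untreated cells, and 2.00 times under the same limit. Of the genes higher with 4OH-tamoxifen in neurons, *Pcp4l1* had a ratio of 5.00, *Spp1* of 4.19 and *Nts* of 3.64. Over the alternatives these fell as low as 2.10, 1.21 and 1.20. When the neurons were clustered again, *Spp1* and *Nts* were among the leading genes of a cholinergic-like cluster with 3 untreated and 105 4OH-tamoxifen cells. The ratios of *Spp1* and *Nts* can therefore reflect which neurons each library held, and not a change within them. *Rgs5* in microglia-like cells was 2.73 times higher in untreated cells, and 0.986 times when doublets were removed at the rate of 0.8% per 1000 cells.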

Single-cell RNA-seq was performed using the 10X Genomics Chromium Controller (Zheng et al., 2017) and 10X v2 chemistry targeting 16,000 barcoded cells. After quality control filtering and doublet removal (see Materials and methods), we analyzed 11,810 cells with a median of 2892 unique transcripts (UMIs) and 1472 genes per cell. 

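From the deposited counts, 11897 cells passed quality control and doublet removal, which is 88.6% of the untreated and 83.6% of the 4OH-tamoxifen barcodes. They had a median of 2742 UMIs and 1395 genes per cell. In untreated cells the medians were 3628 UMIs and 1717 genes, and in 4OH-tamoxifen cells 2411 UMIs and 1271 genes. A total of 16344 genes had at least 10 counts and were found in more than 5 cells. The alternative that moved the number of cells most was a minimum of 1200 genes per cell, which kept 7508 cells with a median of 3961 UMIs and 1840.5 genes.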

We used the 2000 most highly variable genes, measured by dispersion, as input for dimensionality reduction using PCA, BBKNN, and UMAP, and found 20 distinct clusters using Leiden community detection (Figure 1—figure supplement 1).

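Of the 2000 most variable genes, 1930 remained as input after cell cycle, stress and sex-linked genes were left out. Leiden clustering gave 20 clusters, of which 4 could not be named from markers. The number of clusters moved most with a Leiden resolution of 1.4, which gave 27. A neuronal cluster of 111 cells held 2 untreated and 109 4OH-tamoxifen cells. A cluster that comes almost wholly from 1 library can reflect that library, so a difference in its proportion is not read as an effect of the treatment.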

Non-neuronal cells comprised roughly 90% of the dataset, so we employed a two-state mixture model parameterized on four general neuronal markers (*Snap25, Tubb3, Elavl2, Syp*) (Mickelsen et al., 2019) to segregate putative neurons from non-neuronal cells. 

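By cluster medians of *Snap25* (chromosome 2, 136713453 to 136782428), *Tubb3*, *Elavl2* and *Syp*, the mixture model assigned 4 of the 20 clusters, with 1148 cells, to the neuronal state. Non-neuronal cells were 90.4% (89.8 to 90.9) of all filtered cells, and neurons were 9.65% (9.12 to 10.2). Neurons were 7.37% (6.50 to 8.31) of the untreated and 10.5% (9.90 to 11.2) of the 4OH-tamoxifen library. The alternative that moved this share most applied the mixture to single cells, which called 15.8% of all cells neurons, with 9.64% and 18.2% in the respective libraries.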

A second mixture model was then used to classify the neurons into three groups: vesicular glutamate-transport type 2 (Vglut2+; *Slc17a6*) glutamatergic excitatory neurons (N = 197), vesicular GABA transporter (Vgat+; *Slc32a1*) inhibitory neurons (N = 445), and cholinergic (*Chat*) neurons (Figure 1A, Figure 1—figure supplement 1). 

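The 1148 neurons were clustered again, and the mixture model on cluster medians of *Slc17a6* (chromosome 7, 51622006 to 51671119) and *Slc32a1* (chromosome 2, 158610767 to 158615748) was fitted to their 10 clusters. It gave 216 cells in the *Slc17a6* class and 436 in the *Slc32a1* class. Cells of these classes with UMIs of both genes were discarded, which removed 3 cells and left 213 *Slc17a6* neurons (52 untreated and 161 with 4OH-tamoxifen) and 436 *Slc32a1* neurons (97 and 339). *Slc17a6* was counted in 75.6% (69.2 to 81.2) of the *Slc17a6* class and 2.75% (1.43 to 4.76) of the *Slc32a1* class, and *Slc32a1* in 92.4% (89.5 to 94.7) of its own class and 5.16% (2.61 to 9.05) of the *Slc17a6* class. The other 496 neurons were 43.2% (40.3 to 46.1) of all neurons. They formed a cholinergic-like cluster of 297 cells (76 untreated and 221 with 4OH-tamoxifen), another of 108 cells (3 and 105), and an unnamed cluster of 91 cells. The size of the *Slc17a6* class moved most with 3000 variable genes for all cells and 2000 for neurons, to 101 cells, and that of the *Slc32a1* class with at most 10% mitochondrial UMIs per cell, to 252 cells.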

The resulting neuronal populations had markedly higher molecular content, with a median of 4587 UMIs and 2317 genes per *Slc17a6*+ neuron and 4439 UMIs and 2299 genes per *Slc32a1*+ neuron.

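*Slc17a6* neurons had a median of 4350.0 UMIs (3867 to 4716) and 2177 genes (2020.0 to 2344), and *Slc32a1* neurons a median of 4460.5 UMIs (4264 to 4743) and 2301.5 genes (2192 to 2421), with 95% intervals from order statistics. Non-neuronal cells had a median of 2632 UMIs and 1329 genes. Depth differed between the libraries, with medians of 6547 UMIs in untreated and 3815 UMIs in 4OH-tamoxifen *Slc17a6* neurons, and 8604 and 4128 UMIs in *Slc32a1* neurons. The depth of *Slc17a6* neurons moved most with at most 10% mitochondrial UMIs per cell, to a median of 2639.5 UMIs and 1552 genes. The 977 microglia-like cells, used as the background for shares of cells with a gene, had a median of 2881 UMIs (4073 untreated and 2373 with 4OH-tamoxifen). Thinning to 2000 UMIs left out 30 *Slc17a6* neurons, 22 *Slc32a1* neurons and 180 microglia-like cells, all of them shallower.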

**Figure 1.**
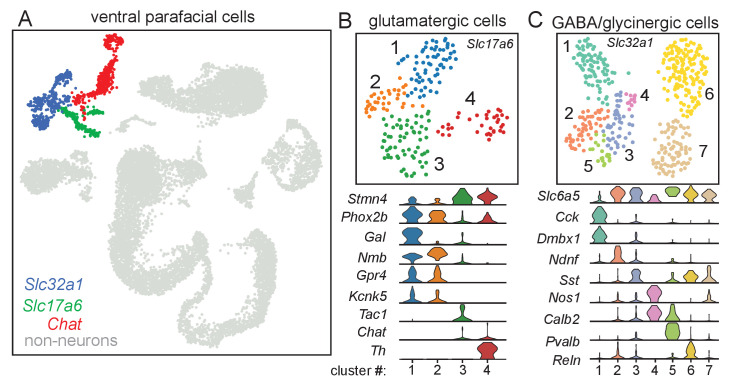
Molecular signatures of ventral parafacial glutamatergic and inhibitory neurons. (**A**) Through a normalized dispersion analysis for dimension reduction, a t-distributed stochastic neighbor embedding (t-SNE) was created of ventral parafacial single-cell transcriptome, with cells color coded by cluster. Neurons were differentiated from non-neurons (gray) based on expression of *Snap25*, *Syp*, *Tubb3*, and *Elavl2.* Cells expressing either *Slc17a6* or *Slc32a1* were used for sub-cluster analysis of glutamatergic and inhibitory neurons. A fairly large population of Chat expressing neurons was also detected but since neither glutamatergic (**B**) nor Vgat+ neurons express *Chat*, this population was not analyzed further. (**B**) UMAP plot depicting four sub-clusters of glutamatergic neurons and corresponding violin plots showing cluster-specific differential gene expression. Cluster number is noted on the x axis and gene expression (from 0 to 4 counts/cell) on the y axis. *Slc17a6* clusters 1–2 are presumed to be subsets of RTN chemoreceptors based on expression of *Phox2b, Nmb, Gpr4*, and *Kcnk5* that differ in expression of galanin. *Slc17a6* cluster 3 differentially expressed Tac1 (gene encoding substance P), suggesting that these cells may be parapyramidal raphe neurons, whereas cluster four differentially expressed tyrosine hydroxylase (Th) indicative of adrenergic C1 pre-sympathetic neurons. (**C**) UMAP plot showing seven sub-clusters of inhibitory (*Slc32a1*) neurons and corresponding violin plots showing cluster-specific differential gene expression. Cluster number is noted on the x axis and gene expression (from 0 to 4 counts/cell) on the y axis. Discrete subtypes of inhibitory neurons were identified based on non-overlapping expression of cholecystokinin (*Cck; Slc32a1* cluster 1), neuron-derived neurotrophic factor (*Ndnf*, *Slc32a1* cluster 2) and parvalbumin (*Pvalb; Slc32a1* cluster 5). Three somatostatin (*Sst*+) clusters could be differentiated based on expression of calretinin (*Calb2; Slc32a1* cluster 3), reelin (*Reln*, *Slc32a1* cluster 6) and neuronal nitric oxide synthase 1 (*Nos1*, Slc32a1 clusters 3, 7).

**Figure 1—figure supplement 1.**
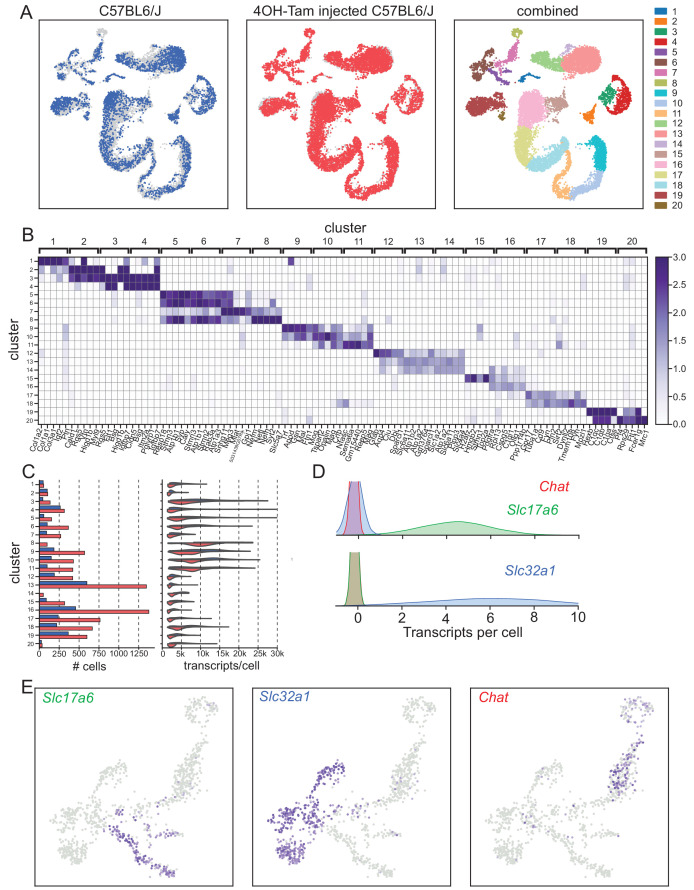
Bioinformatic Pipeline used for single-cell RNA-seq analysis. (**A**) Global analysis showing the distribution of cells between the two libraries, C57BL/6J pups (left) and 4OH-tamoxifen-treated C57BL/6J pups (center), and global clustering (right). (**B–C**) marker gene expression (**B**), each box representing the mean expression of each gene in each cluster; total number of cells and distribution of transcripts per cell (**C**), across the 20 global clusters. (**D**) A distribution of *Slc17a6* and *Slc32a1* expression of cells in each class of the three-state Gaussian mixture model used to classify neuronal cells; blue, green, and red colors of distribution correspond with *Slc32a1*, *Slc17a6*, and *Chat*, respectively in Figure 1A. (**E**) Expression of *Slc17a6* (left), *Slc32a1* (center), *Chat* (right) in cells classified as neurons for sub-clustering analysis.

**Figure 1—figure supplement 2.**
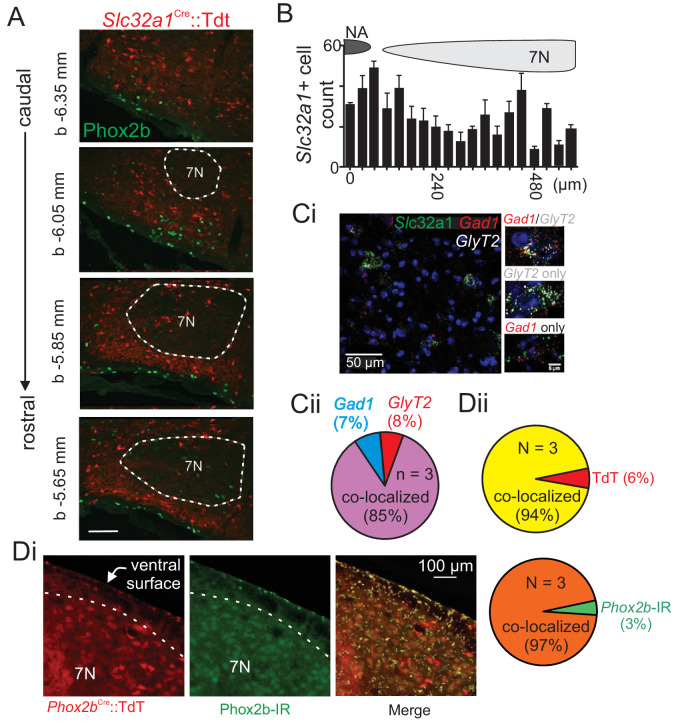
Ventral parafacial inhibitory neurons are located in close proximity to RTN chemoreceptors. (**A**) Photomicrographs of coronal sections from a *Slc32a1*^Cre^::TdT mouse show TdT-labeled inhibitory neurons (red; *Slc32a1*^Cre^) and Phox2b-immunoreactive chemosensitive RTN neurons (green) across the rostrocaudal extent of the RTN region and in the caudal portion of the RTN where most chemosensitive neurons are located. Approximate millimeters behind bregma (Ascoli et al., 2008) indicated by numbers in lower left of each section. (**B**) Top, schematic showing brainstem regions used as landmarks to align sections for cell counts. Bottom, quantification of the total number of *Slc32a1*^Cre^::TdT labeled neurons in each section (four mice). (**Ci**) Images of RNA in situ hybridization results show *Vgat* cells (green) G*ad1* (red), *GlyT2* (white), and DAPI (blue). (**Cii**) Quantification of Gad1 and GlyT2 co-localization (three animals/5 brain slices). (**D**) Representative images (Di) and summary data from three *Phox2b*^Cre^::TdTomato mice (Dii) show that most Phox2b-immunoreacive (IR) neurons (green) near the ventral surface express TdTomato fluorescence (red). Specifically, 97% of all ventral parafacial TdT+ cells are Phox2b-IR, and 94% of all Phox2b-IR cells are TdT+. NA, nucleus ambiguous; 7N, facial motor nucleus, b-bregma. Figure 1—figure supplement 2—source data 1.Raw rostral to Caudal *﻿Slc32a1*^﻿Cre^﻿::TdT cell count.

**Figure 1—figure supplement 3.**
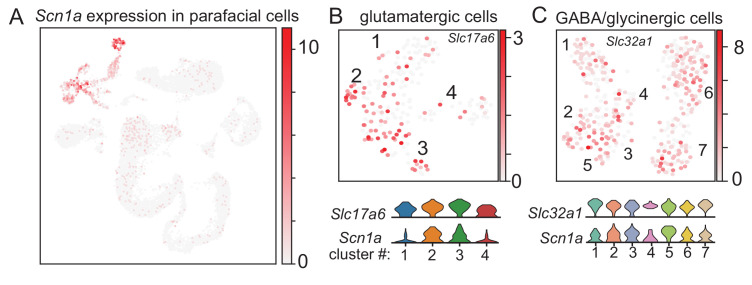
*Scn1a* transcript is expressed by sub-clusters of glutamtergic and GABA/glycinergic parafacial neurons. (**A**) Same t-SNE plot of parafacial cell clusters described in Figure 1 shows that Scn1a transcript is preferentially expressed by *Slc17a6+* (Vglut2), *Slc32a1+* (Vgat), and *Chat+* (cholinergic) neurons compared to non-neural cell types. (**B–C**) UMAP plots (as described in Figure 1B–C) show sub-clusters of glutamatergic (**B**) and inhibitory (**C**) neurons and corresponding violin plots depict relative levels of *Scn1a* transcript in each group. Cluster number is noted on the x axis and gene expression (from 0 to 4 counts/cell) on the y axis. These results are consistent with the possibility that *Scn1a* is expressed by both excitatory and inhibitory cell types in this brainstem region (Kuo et al., 2019), albeit at relatively higher levels in inhibitory neurons compared to glutamatergic neurons at this developmental time point (10 days postnatal).

Two-dimensional embeddings and cluster assignments were generated for both the *Slc17a6*+ excitatory and *Slc32a1*+ inhibitory populations (Figure 1B–C) using a similar process described above (see Materials and methods). The population of *Slc17a6*+ cells does not overlap with *Chat*+ cells and includes two clusters (*Slc17a6* clusters 1–2) of *Phox2b*-positive and *Nmb* expressing neurons with similar levels of *Gpr4* (G-protein-coupled receptor 4) and *Kcnk5* (TASK-2; K2P5) but differ in galanin (*Gal*) expression (Figure 1B). 

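Among the 213 *Slc17a6* neurons, *Chat* (chromosome 14, 32408203 to 32465989) was counted in 2 cells, 0.939% (0.114 to 3.35), against 0.614% of microglia-like cells, a share at the level of the background. *Nmb* (chromosome 7, 80902227 to 80905076) was counted in 53.5% (46.6 to 60.4) of *Slc17a6* neurons, *Gal* (chromosome 19, 3409915 to 3414544) in 26.3% (20.5 to 32.7), *Gpr4* (chromosome 7, 19212538 to 19224174) in 18.8% (13.8 to 24.7) and *Kcnk5* (chromosome 14, 20140057 to 20181809) in 10.8% (6.97 to 15.8). In microglia-like cells, at a median of 2881 UMIs against 4350.0 in the neurons, these shares were 3.17%, 1.23%, 0.409% and, for *Kcnk5*, 0 of 977 cells, which allows a share of up to 0.307%. Thinned to 2000 UMIs, the shares in *Slc17a6* neurons were 49.2%, 26.2%, 12.0% and 8.20%, and the first 3 were 1.88%, 0.753% and 0.251% in microglia-like cells. All 4 shares were higher in the untreated library, which was deeper, with *Nmb* in 63.5% of untreated and 50.3% of 4OH-tamoxifen neurons and *Gal* in 42.3% and 21.1%. At equal depth the untreated shares stayed higher, with overlapping intervals. In untreated and 4OH-tamoxifen neurons they were 58.8% and 45.5% for *Nmb* and 37.3% and 22.0% for *Gal*. For *Gpr4* they were 21.6% and 8.33%, and for *Kcnk5* 13.7% and 6.06%. These shares moved most with 3000 variable genes for all cells and 2000 for neurons, where *Nmb* was in 93.1% of a smaller *Slc17a6* class. Neurons with *Nmb* were split by *Gal*, with 50 cells that had it and 64 that did not. *Gpr4* was at 129 CPM with *Gal* and 63.4 CPM without, a ratio of 2.04 (1.11 to 3.86), and *Kcnk5* at 76.8 and 42.2 CPM, a ratio of 1.82 (0.838 to 4.11). By library the *Gpr4* ratio was 1.60 (0.631 to 4.57) in untreated and 2.31 (0.991 to 5.56) in 4OH-tamoxifen cells, and the *Kcnk5* ratio 0.907 (0.332 to 2.60) and 3.39 (0.907 to 15.4). From the mean of each cell's own CPM the *Gpr4* ratio over both libraries was 1.39, and after thinning it was 2.24 (0.860 to 6.49). A difference in either gene was not detectable within a library at this depth. A cell without a *Gal* UMI can still express *Gal*, since a median of 3643.5 UMIs was counted in the cells without it and 4428 in those with it. The paper's groups are clusters. When the class was clustered alone, a sub-cluster of 64 cells had *Nmb* in 89.1%, *Gal* in 68.8%, *Gpr4* in 42.2% and *Kcnk5* in 26.6%. In another of 46 cells these shares were 100%, 13.0%, 28.3% and 10.9%. Untreated cells were 24 of the first and 7 of the second, and no test was made between them.

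**Figure D2:**
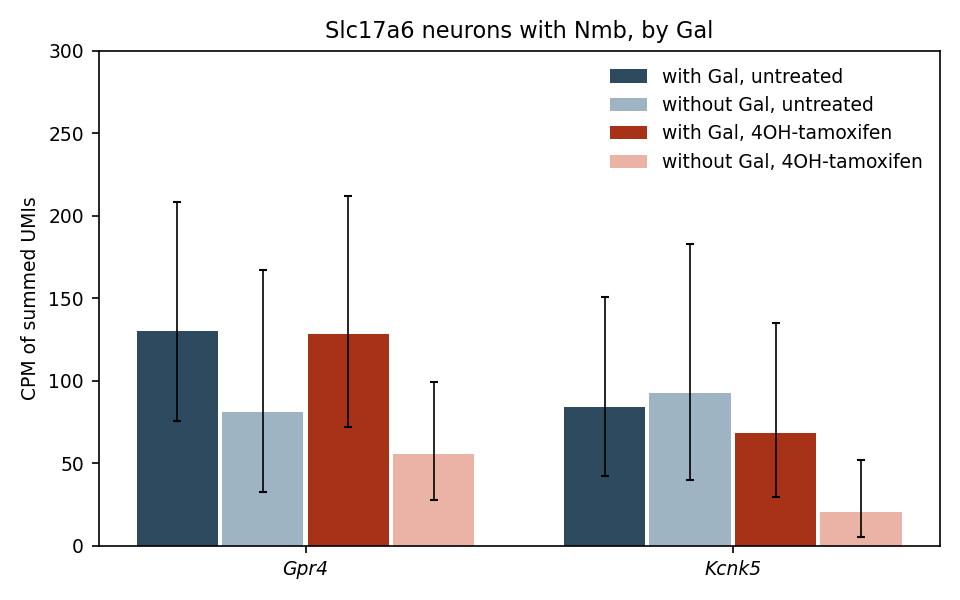
CPM of summed UMIs (y axis) of *Gpr4* and *Kcnk5* (x axis) in *Slc17a6* neurons with *Nmb*, split by *Gal* and by library. Bars are sums over the cells of 1 library and error bars are exact Poisson 95% intervals. The intervals of cells with and without *Gal* overlap for both genes in both libraries.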

The molecular profiles of these clusters are largely consistent with that of RTN chemoreceptors (Shi et al., 2017). 

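*Th* (chromosome 7, 142892752 to 142931128) was counted in 24 of the *Slc17a6* neurons, 11.3% (7.35 to 16.3), and in 0.102% of microglia-like cells. In the thinned cells these shares were 9.84% and 0 of 797 cells, which allows up to 0.376%. The *Th* neurons had a median of 8205.5 UMIs. Of these 24 neurons, 3 had *Nmb*, 12.5% (2.66 to 32.4), with 3 *Nmb* UMIs in all. *Dbh* was counted in 19 of them, 79.2% (57.8 to 92.9). *Gal*, *Gpr4* and *Kcnk5* were each counted in 0 of 24, which allows a share of up to 12.5%. By library, *Th* was in 15.4% of the untreated and 9.94% of the 4OH-tamoxifen neurons of this class. With 3000 variable genes for all cells and 2000 for neurons, or with a minimum of 500 genes per cell, no *Th* neuron fell in the *Slc17a6* class, a share of 0.0%.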

Sympathetic C1 catecholamine neurons (*Slc17a6* cluster 4) are identified by expression of tyrosine hydroxylase (*Th*) and *Phox2b* and the absence of *Nmb* (Li et al., 2008). 

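*Tac1* (chromosome 6, 7554879 to 7565834) was counted in 4 of the *Slc17a6* neurons, 1.88% (0.514 to 4.74), with 7 UMIs in all, against 0.819% of microglia-like cells, which lies within that interval, so no *Tac1* above the background was detectable in this class. In the thinned cells it was in 1.09% of *Slc17a6* neurons and 0.627% of microglia-like cells. The share was 1.92% in untreated and 1.86% in 4OH-tamoxifen neurons. It moved to 11.5% with at most 10% mitochondrial UMIs per cell, to 8.96% with classes from single cells, to 8.91% with doublets removed at the expected rate and to 7.21% with each library clustered on its own. The *Slc32a1* class took in 12 cells with *Slc17a6* and no *Slc32a1*, chosen here after their values were seen, and all 12 had *Tac1*, with 265 UMIs. None of them had *Gad1* or *Gad2*. Over both classes *Tac1* was in 16 of the 173 cells with *Slc17a6*, 9.25% (5.38 to 14.6), so glutamatergic cells with *Tac1* were found and most were placed in the other class. *Tph2* or *Slc6a4*, which mark serotonergic raphe neurons, were counted in 10 cells of the *Slc17a6* class, of which 3 had *Slc17a6*. None of the 10 had *Tac1*, which allows a share of up to 30.0%.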

The remaining glutamatergic cluster (*Slc17a6* cluster 3) was distinguished by expression of tachykinin 1 (*Tac1,* precursor for substance P), suggesting these cells are parapyramidal raphe neurons. All four glutamatergic clusters had detectable levels of stathmin 4 (*Stmn4,* encodes a microtubual binding protein [Holmfeldt et al., 2003]), suggesting these populations are not yet fully differentiated.

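*Stmn4* (chromosome 14, 66344296 to 66361680) was counted in 107 *Slc17a6* neurons, 50.2% (43.3 to 57.1), against 7.78% of microglia-like cells. At equal depth it was in 30.6% and 4.89%. It was in 67.3% of the untreated and 44.7% of the 4OH-tamoxifen *Slc17a6* neurons. Clustered alone at the same resolution, the class gave 7 sub-clusters of 64, 46, 36, 33, 16, 11 and 7 cells, in which *Stmn4* was counted in 34.4%, 26.1%, 66.7%, 72.7%, 68.8%, 81.8% and 71.4% of cells. The largest was named RTN-like (24 untreated and 40 4OH-tamoxifen cells), the fourth C1-like and the sixth raphe-like. The C1-like name rests on *Th*, *Dbh* and *Slc18a2*. *Pnmt*, the gene of the enzyme that makes adrenaline, was counted in 6.06% of its 33 cells, so the name does not show that these cells are adrenergic. The raphe-like sub-cluster had *Gad1* in 63.6% and *Slc17a6* in 18.2% of its 11 cells, so most of its cells are in this class by the median of their cluster and not by their own counts.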

The population of parafacial inhibitory *Slc32a1*+ neurons was composed of 7 discrete clusters that could be distinguished by largely non-overlapping expression of somatostatin (*Sst*, *Slc32a1* clusters 3, 6–7), parvalbumin (*Pvalb*, *Slc32a1* cluster 5), cholecystokinin (*Cck, Slc32a1* cluster 1) and the more recently identified interneuron marker (Abs et al., 2018) neuron-derived neurotrophic factor (*Ndnf*, *Slc32a1* cluster 2) (Figure 1C). Of these, *Sst*+ interneurons were the most abundant cell type, but varied in expression of calretinin (*Calb2*, *Slc32a1* cluster 3), reelin (*Reln*, *Slc32a1* cluster 6) and neuronal nitric oxide synthase 1 (*Nos1*, *Slc32a1* clusters 3, 7). 

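Clustering of the 436 *Slc32a1* neurons gave 7 sub-clusters of 103, 86, 79, 68, 50, 36 and 14 cells, and 11 with a Leiden resolution of 1.4. *Sst* (chromosome 16, 23889573 to 23890958) was counted in 185 of these neurons, 42.4% (37.7 to 47.2), *Cck* (chromosome 9, 121489824 to 121495694) in 69, 15.8% (12.5 to 19.6), *Ndnf* (chromosome 6, 65671590 to 65712326) in 55, 12.6% (9.65 to 16.1), and *Pvalb* (chromosome 15, 78191114 to 78206400) in 28, 6.42% (4.31 to 9.15). In microglia-like cells, at a median of 2881 UMIs against 4460.5 in these neurons, *Sst* was in 1.64%, *Cck* in 1.94%, *Ndnf* in 0.307% and *Pvalb* in 4.09% (2.94 to 5.53). Thinned to 2000 UMIs, *Sst* was in 37.9% of *Slc32a1* neurons, *Cck* in 13.8% and *Ndnf* in 8.94%, and *Pvalb* was in 3.14% (1.68 to 5.31) of these neurons and 2.38% (1.44 to 3.70) of microglia-like cells, so *Pvalb* was not detectable above the background in the class as a whole. In 1 sub-cluster, chosen after its values were seen, *Pvalb* was in 12 of 68 cells, of which 65 are 4OH-tamoxifen cells. In these 65 it was in 16.9% (8.76 to 28.3), against 6.15% (4.36 to 8.37) of 4OH-tamoxifen microglia-like cells, and after thinning in 10.2% (3.82 to 20.8) against 3.94% (2.31 to 6.23). By library, *Sst* was in 43.3% of untreated and 42.2% of 4OH-tamoxifen neurons, *Cck* in 21.6% and 14.2%, *Ndnf* in 13.4% and 12.4%, and *Pvalb* in 3.09% and 7.37%, against 0.80% and 6.15% of microglia-like cells. The alternative that moved the *Sst* share most counted only cells with at least 2 UMIs, at 32.8%. Of the 436 neurons, 262 had exactly 1 of the 4 genes, 36 had more than 1, 8.26% (5.85 to 11.2), and 138 had none, 31.7% (27.3 to 36.2). If the genes were independent, 66.6 cells would have had more than 1. *Sst* and *Cck* were together in 3 cells, where 29.3 would be found if they were independent, and *Sst* and *Ndnf* in 13, where 23.3 would be. *Cck* and *Ndnf* were together in 7 cells, where 8.76 would be found by the same reckoning. The pairs with *Pvalb*, whose counts are near the background, were 13 cells with *Sst* (11.8 if independent), 5 with *Ndnf* (3.50) and 1 with *Cck* (4.19). The paper states that its 7 inhibitory clusters can be told apart by the mostly separate expression of *Sst*, *Pvalb*, *Cck* and *Ndnf*. Among the 7 sub-clusters here, *Cck* was most frequent in that of 79 cells (73.4%). *Ndnf* (38.2%) and *Pvalb* (17.6%) were both most frequent in that of 68 cells. *Sst* was in 86.0%, 75.7% and 48.8% of those of 50, 103 and 86 cells.

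**Figure D3:**
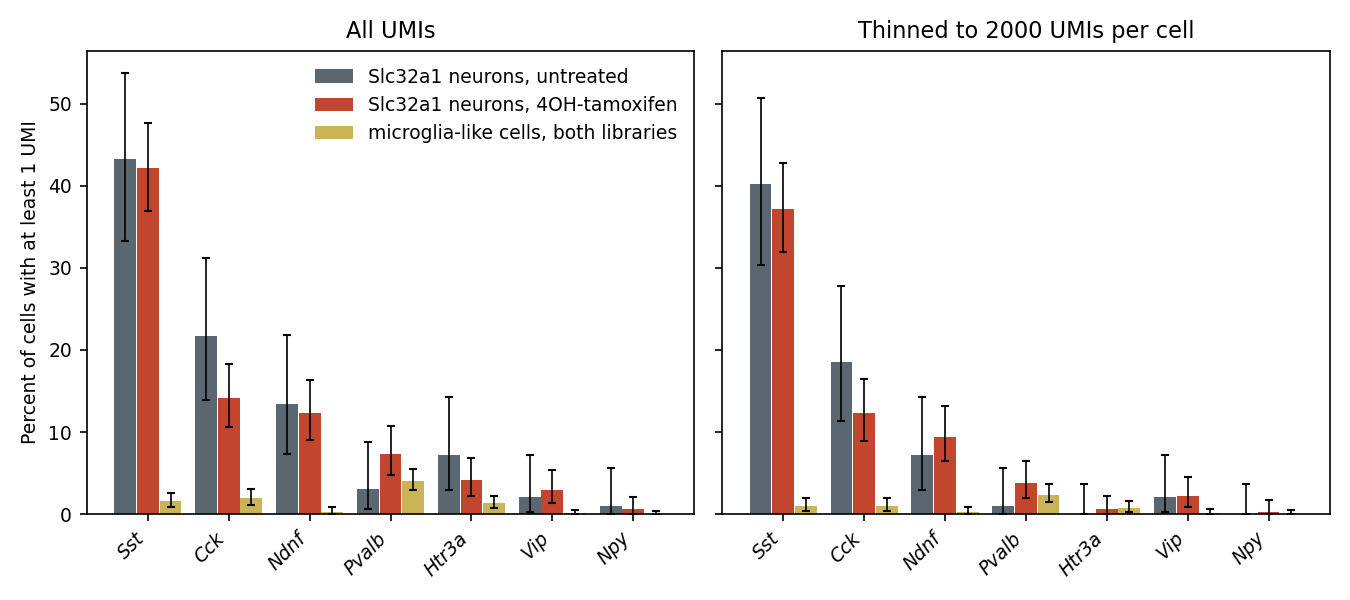
Percent of cells with at least 1 UMI (y axis) of each gene (x axis) in *Slc32a1* neurons of each library and in microglia-like cells of both, with all UMIs and thinned to 2000 UMIs per cell. Error bars are exact binomial 95% intervals. *Sst* takes the largest share in both libraries and at both depths, and the intervals of *Pvalb* and *Htr3a* overlap those of microglia-like cells after thinning.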

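*Sst* was the most frequent of the 4 genes in both libraries and after thinning. Of the 185 *Slc32a1* neurons with *Sst*, *Reln* (chromosome 5, 21884454 to 22344702) was counted in 74, 40.0% (32.9 to 47.4), *Nos1* (chromosome 5, 117781032 to 117958840) in 19, 10.3% (6.30 to 15.6), and *Calb2* (chromosome 8, 110137502 to 110168210) in 8, 4.32% (1.89 to 8.34). The background in microglia-like cells was 2.46% for *Reln*, 0.716% for *Nos1* and 1.54% for *Calb2*. After thinning, *Reln* was in 26.1% and *Nos1* in 7.01% of the *Sst* neurons, and *Calb2* in 0.637% (1 of 157 cells), against 1.38% of microglia-like cells, which is no more than background at that depth. In untreated and 4OH-tamoxifen *Sst* neurons, *Reln* was in 52.4% and 36.4%, *Nos1* in 9.52% and 10.5%, and *Calb2* in 7.14% and 3.50%. *Sst* was also counted in 33 neurons of the *Slc17a6* class, 15.5% (10.9 to 21.1), of which 23 had *Slc17a6*, and in 2.97% of that class with 3000 variable genes for all cells and 2000 for neurons.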

Consistent with other brainstem regions, we found that all *Slc32a1*+ parafacial neurons also express lysosome-associated membrane protein 5 (*Lamp5*) (Koebis et al., 2019) (not shown) and most express the sodium- and chloride-dependent glycine transporter 2 (GlyT2; *Slc6a5*) (Hirrlinger et al., 2019; Figure 1C), suggesting they have the capacity to release GABA and glycine. However, in contrast to the cortex (Lee et al., 2010; Lim et al., 2018), the ventral parafacial region was devoid of interneurons that express the serotonin receptor 5HT3aR (*Htr3a*), vasoactive intestinal peptide (*Vip*), or neuropeptide Y (*Npy*) (data not shown). 

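*Lamp5* (chromosome 2, 136052239 to 136069917) was counted in 364 *Slc32a1* neurons, 83.5% (79.7 to 86.8), and *Slc6a5* (chromosome 7, 49910146 to 49963856) in 274, 62.8% (58.1 to 67.4). These genes were in 1.74% and 0.819% of microglia-like cells. In thinned cells *Lamp5* was in 61.6% of *Slc32a1* neurons and *Slc6a5* in 41.5%, so the share without a UMI depends on depth. *Lamp5* was in 91.8% of the deeper untreated neurons and 81.1% of the 4OH-tamoxifen neurons, and *Slc6a5* in 61.9% and 63.1%. For the synthesis of GABA, *Gad1* (chromosome 2, 70553072 to 70602014) was counted in 82.3% (78.4 to 85.8) and *Gad2* (chromosome 2, 22622205 to 22693874) in 90.8% (87.7 to 93.4) of *Slc32a1* neurons, against 0.716% and 2.56% of microglia-like cells. *Gad1* and *Slc6a5* were counted together in 232 neurons, 53.2% (48.4 to 58.0). *Pnmt*, which encodes the enzyme that makes adrenaline, was counted in 24 *Slc32a1* neurons, 5.50% (3.56 to 8.08), which is 11.3% of the untreated and 3.83% of the 4OH-tamoxifen neurons, and in 0 of 977 microglia-like cells.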

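*Htr3a* (chromosome 9, 48899213 to 48911099) was counted in 21 *Slc32a1* neurons, 4.82% (3.01 to 7.27), at 9.40 CPM, against 1.33% of microglia-like cells at 4.38 CPM. At 2000 UMIs per cell it was in 2 of 414 neurons, 0.483%, and 0.753% of microglia-like cells, so *Htr3a* was not detectable above the background in this class at equal depth. Among the 496 neurons outside both classes, which include the cholinergic-like clusters, *Htr3a* was in 22.2% (18.6 to 26.1) and *Vip* in 4.64% (2.96 to 6.88). After thinning *Htr3a* was in 14.4% (11.1 to 18.1) of them. These values were picked after they were seen, and whether these cells are inhibitory was not tested. *Vip* (chromosome 10, 5639218 to 5647617) was counted in 12 *Slc32a1* neurons, 2.75% (1.43 to 4.76), with 96 UMIs, and in 1 of 977 microglia-like cells, 0.102%. After thinning *Vip* was in 2.17% of these neurons and 0.125% of microglia-like cells, which is above the background. Of the 12 cells, 5 had *Tac1* and no *Slc32a1*, with 82 of the 96 UMIs, and 4 of these 5 had *Slc17a6*. The other 7 had *Slc32a1*, with 14 *Vip* UMIs, and are 1.74% (0.701 to 3.55) of the 403 cells of the class with *Slc32a1*. *Npy* (chromosome 6, 49822710 to 49829507) was counted in 3 neurons, 0.688% (0.142 to 2.00), and in 0 of 977 microglia-like cells. In untreated and 4OH-tamoxifen neurons, *Htr3a* was in 7.22% and 4.13%, *Vip* in 2.06% and 2.95%, and *Npy* in 1.03% and 0.590%. With at most 10% mitochondrial UMIs per cell, *Vip* was in 0.397% of a smaller *Slc32a1* class and *Npy* in 0.0%.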

In summary, these results provide the first molecular characterization of inhibitory neurons in a chemoreceptor region, and in doing so establish a cellular framework for understanding roles of inhibitory neurons in respiratory chemoreception.

We confirmed that TdT labeled *Slc32a1* cells are distributed throughout the ventral parafacial region including juxtaposed to Phox2b-immunoreactive RTN chemoreceptors (Figure 1—figure supplement 2). In-line with our scRNA-seq results, we found by fluorescent in situ hybridization that ~85% of *Slc32a1*+ cells (n = 57 cells) co-express glutamic acid decarboxylase (GAD67; *Gad1*) and GlyT2 (*Slc6a5*) (Figure 1—figure supplement 2). Also, consistent with our previous work showing that expression of a Dravet syndrome-associated *Scn1a* mutation disrupted RTN chemoreception and respiratory activity (Kuo et al., 2016), we found that *Scn1a* is expressed by all parafacial neurons, particularly inhibitory neurons that showed relatively higher levels of expression compared to glutamatergic neurons (Figure 1—figure supplement 3). Together, these results provide insight into the diversity of parafacial inhibitory neurons and identify unique molecular markers that may facilitate future assessment of cell type specific functions.

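*Scn1a* (chromosome 2, 66270778 to 66440840) was counted in 258 *Slc32a1* neurons (59.2%) and 78 *Slc17a6* neurons (36.6%), against 2.25% of microglia-like cells. At equal depth these shares were 32.1%, 20.2% and 2.01%. A cell with no *Scn1a* UMI can still express the gene, so these shares do not bound the share of expressing neurons. In summed UMIs, *Scn1a* was at 211 CPM in *Slc32a1* neurons and 119 CPM in *Slc17a6* neurons, a ratio of 1.78 (1.47 to 2.17), and at 7.20 CPM in microglia-like cells. The ratio was 2.86 (1.89 to 4.49) in the untreated library, from 175 and 61.0 CPM, and 1.49 (1.20 to 1.86) in the 4OH-tamoxifen library, from 231 and 155 CPM. In thinned cells the ratio was 1.52 (1.10 to 2.14), and in untreated cells alone 1.63 (0.804 to 3.56). Over the alternatives the pooled ratio lay between 1.23 and 2.32 and moved most with classes assigned from single cells, where it was 1.23, with 1.06 in the 4OH-tamoxifen library. Within the *Slc17a6* class, *Scn1a* was in 12.5% of the 64 RTN-like cells but 72.2% of the sub-cluster of 36 cells. Over the *Slc32a1* sub-clusters it was in 33.3% to 76.5%. RTN-like cells were 24 of the 52 untreated and 40 of the 161 4OH-tamoxifen *Slc17a6* neurons. The ratio between the classes thus depends on which neurons each class holds, and does not describe every glutamatergic sub-cluster.

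**Figure D4:**
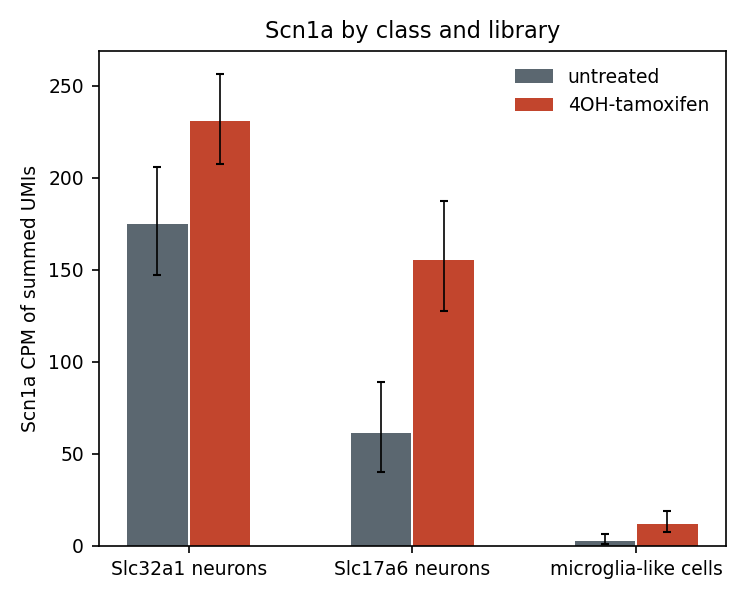
*Scn1a* CPM of summed UMIs (y axis) in *Slc32a1* neurons, *Slc17a6* neurons and microglia-like cells (x axis) of each library. Bars are sums over the cells of 1 library and error bars are exact Poisson 95% intervals. *Slc32a1* neurons are above *Slc17a6* neurons in both libraries.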

### *Sst+* parafacial neurons are CO_2_/H^+^ sensitive

The function of inhibitory neurons in this region of the brainstem has not been characterized. However, they are located within a region that is specialized to sense changes in CO_2_/H^+^, therefore, we wondered whether parafacial inhibitory neurons also contribute to RTN chemoreception. These experiments were performed in slices isolated from a Cre recombinase-dependent reporter line (*Slc32a1^Cre^*::TdT) which allows for selective targeting of inhibitory neurons in the region of interest (Figure 2—figure supplement 1). CO_2_/H^+^-sensitivity was characterized in cell-attached voltage-clamp mode; neurons that responded reversibly to 10% CO_2_ (pH 7.0) with ≥20% change in activity were considered CO_2_/H^+^-sensitive. By this criterion, we found that exposure to 10% CO_2_ decreased activity in 48 of 130 (37%) fluorescent parafacial neurons by an average of 2.0 ± 0.2 Hz (Figure 2Ai,D). The majority of parafacial inhibitory neurons (56%) did not respond to stimulus and so were considered CO_2_/H^+^-insensitive (Figure 2Bi,D), while a small subset of fluorescent parafacial neurons (7%) showed an excitatory response to CO_2_ (F_2,130_ = 91.23, p<0.001) (Figure 2C–D). We also found the inhibitory effect of CO_2_/H^+^ on chemosensitive RTN neurons was retained when purinergic signaling was blocked by bath application of pyridoxalphosphate-6-azophenyl-2',4'-disulfonic acid (PPADS; 100 µM) and 8-phenyltheophylline (8-PT; 10 µM) (T_7_ = 0.1515, p>0.05), or in the presence of ionotropic receptor blockers including CNQX (10 μM) to block AMPA/kainite receptors, gabazine (10 μM) to block GABA_A_ receptors, and strychnine (2 μM) to block glycine receptors (T_7_ = 3.100, p=0.02) (Figure 2—figure supplement 2). These results suggest parafacial inhibitory neurons are intrinsically CO_2_/H^+^-sensitive.

**Figure 2.**
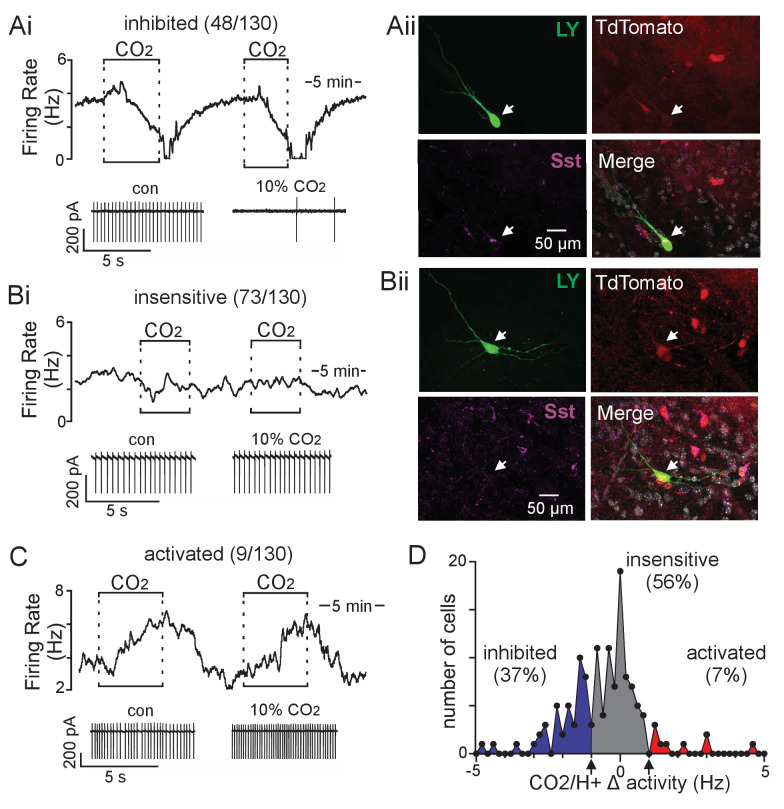
Somatostatin neurons in the ventral parafacial region are CO_2_/H^+^-sensitive. (**A-C**) Traces of firing rate and segments of holding current from ventral parafacial inhibitory neurons in slices from *Slc32a1*^Cre^::TdT mice show that exposure to 10% CO_2_ suppressed activity by 2.0 ± 0.2 Hz in 43% of neurons tested (**Ai**), whereas the majority of *Slc32a1*+ neurons in this region did not respond (Δ firing 0.11 ± 0.04 Hz) to this same level of CO_2_/H^+^ (**Bi**), and a small minority are activated by CO_2_/H^+^ (**C**). (**Aii**) Example of a CO_2_/H^+^-inhibited Lucifer Yellow filled parafacial neuron that was Sst-immunoreactive (IR). (**Bii**) Example of a CO_2_/H^+^-*in*sensitive Lucifer Yellow filled parafacial neuron that was not Sst-IR. In sum, 5 of 5 CO_2_/H^+^-inhibited parafacial neurons were Sst-IR, whereas 0 of 5 CO_2_/H^+^-insensitive neurons in this region were Sst-IR. (**D**) Summary data (N = 130 neurons from 45 mice) plotted as number of cells vs mean firing response to 10% CO_2_. Note that all neurons included in this analysis showed a similar baseline level of activity in 5% CO_2_ (data not shown). Figure 2—source data 1.Parafacial inhibitory neuron responses to CO_2_/H^+^.

**Figure 2—figure supplement 1.**
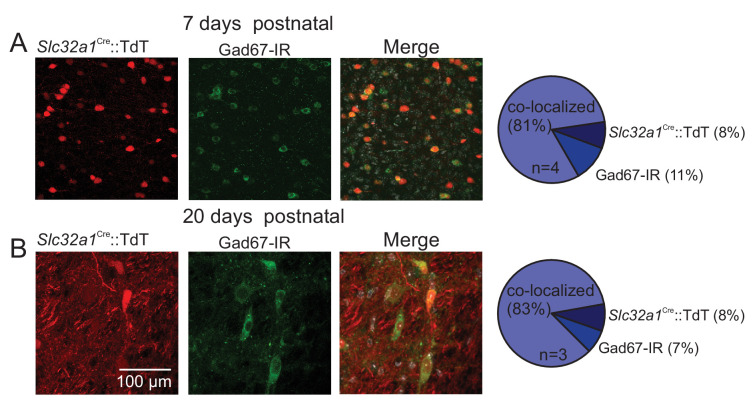
Validation of the *Slc32a1*^Cre^ mouse line. (**A-B**) Summary data and representative images of brainstem slices (75 µm) from *Slc32a1*^Cre^::TdT pups at 7 (**A**) and 20 days (**B**) postnatal show that TdTomato fluoresce (red) and Gad67-immunoreactity (IR; green) co-label 81% and 83% of parafacial neurons, respectively. At both developmental time points 8% of TdTomato fluoresce cells were not Gad67-IR, suggesting cells other than inhibitory neurons may express Cre recombinase. This is not entirely unexpected since astrocytes are also known to express can express *Slc32a1* (Wang et al., 2013b). In any case, this is a minor issue for this study since we focused our in vitro experiments exclusively on neurons and we confirmed in vivo chemogenetic experiments using more specific mouse lines.

**Figure 2—figure supplement 2.**
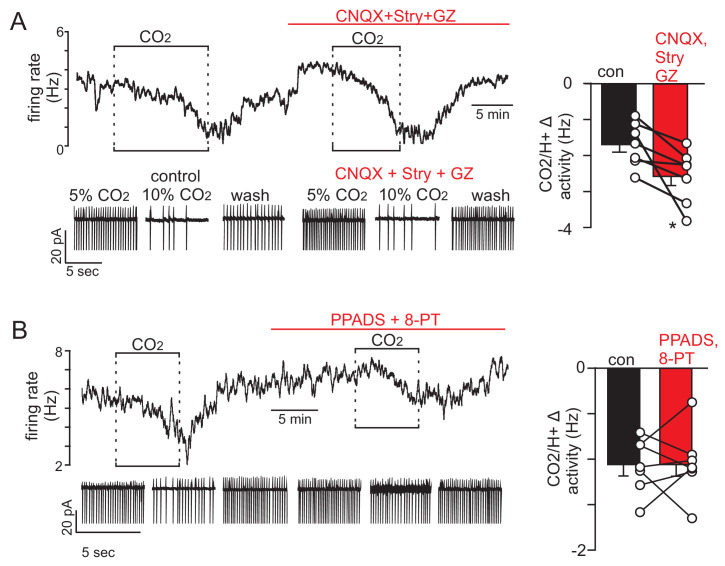
*Slc32a1*+ parafacial neurons are intrinsically inhibited by CO_2_. (**A-B**) Traces of firing rate and segments of holding current from ventral parafacial inhibitory neurons in slices from *Slc32a1*^Cre^::TdT mice show that exposure to 10% CO_2_ suppressed activity under control conditions and when fast neurotransmission was blocked CNQX (10 μM), gabazine (10 μM) and strychnine (2 μM) (**A**) or when purinergic signaling was blocked with PPADS (100 μM) and 8-PT (10 µM). Right, summary data plotted as CO_2_/H^+^-induced change in activity under control conditions and in each blocker cocktail. Not the combination of CNQX, gabazine, and strychnine actually augmented the inhibitory effects of CO_2_/H^+^. Paired t-test, *p<0.05.

The next goal was to identify the molecular identity of CO_2_/H^+^-inhibited parafacial neurons. In other brain regions, subtypes of inhibitory neurons exhibit characteristic electrical properties and firing behavior (Ascoli et al., 2008). Although it is not clear whether such properties are discriminating for brainstem inhibitory neurons; nevertheless, in whole-cell current-clamp mode, we found CO_2_/H^+^-inhibited (662 MΩ) and -insensitive (703 MΩ) cells showed similar input resistances (p=0.91), baseline activity (p=0.59) and firing responses to depolarizing current injections (data not shown). These results suggest CO_2_/H^+^ sensitivity does not correlate with these electrical properties. Therefore, after gaining whole-cell access, we labeled cell types of interest with Lucifer Yellow (included in the pipette internal solution) for *post hoc* immunohistochemical identification using markers based on results our single cell RNAseq analysis (Figure 1C). We found that 5 of 5 CO_2_/H^+^-inhibited cells were *Sst*-immunoreactive (Figure 2Aii) and were not immunoreactive for *Pvalb* or *Cck* (data not shown), whereas 0 of 5 CO_2_/H^+^-insensitive cells expressed Sst (Figure 2Bii). These results suggest CO_2_/H^+^-inhibited parafacial neurons are one or more types (clusters 3, 6–7; Figure 1C) of *Sst*-expressing inhibitory neurons.

### CO_2_/H^+^-synaptic properties of RTN chemoreceptors

Chemosensitive RTN neurons were identified in slices from *Slc32a1^Cre^*::TdT mice based on their lack of fluorescence and characteristic firing response to CO_2_/H^+^. As previously defined (Kuo et al., 2016), RTN neurons were considered chemosensitive if they show some level of spontaneous activity under control conditions and a robust firing rate response to 10% CO_2_ (Δ1.6 ± 0.36 Hz; N = 7 cells). Neurons that showed <1.0 Hz firing response to 10% CO_2_ were considered non-chemosensitive and excluded from this study. Once the cell type of interest has been identified, we obtained whole-cell access and in voltage-clamp, recorded spontaneous synaptic currents. sIPSCs were recorded in relative isolation by holding cells at the reversal potential for AMPA-mediated EPSCs (sEPSCs; Ihold = 0 mV). Under control conditions (5% CO_2_), chemosensitive RTN neurons showed sIPSCs with an average frequency of 0.22 Hz and amplitude of 13.7 pA (Figure 3A–C). The kinetics of sIPSCs recorded in RTN neurons are similar to what has been described in other brain regions (Ali et al., 2007; Banks and Pearce, 2000); average rise (10%–90%) and decay (90%–10%) times of 3.1 ms and 25.5 ms, respectively. Exposure to 10% CO_2_ decreases sIPSC frequency to 0.1 ± 0.06 Hz (F_2,6_=21.04; p<0.001; N = 7 cells total) (Figure 3A–B) which corresponded with an increase in the inter-event interval (Figure 3D) and decreased sIPSC amplitude (F_2,6_=6.58; p<0.05) (Figure 3C) but with no change in sIPSC rise (3.7 msl p=0.516) or decay (27.7 ms; p=0.268) times. The amplitude and frequency of sIPSCs returned to near control levels after washing back to 5% CO_2_ (Figure 3B–C). Subsequent bath application of bicuculline (10 µM) to block GABA_A_ receptors and strychnine (2 µM) to block glycine receptors eliminated all sIPSCs, thus confirming they are mediated by GABA or glycinergic input (Figure 3A). Although we cannot exclude the possibility that CO_2_/H^+^ disrupts transmitter release from synaptic terminals in the RTN from distal inhibitory neurons, nevertheless, these results are consistent with the possibility that a subset of parafacial *Slc32a1* neurons are inhibited by CO_2_/H^+^ and contribute to RTN chemoreception by a mechanism involving disinhibition.

**Figure 3.**
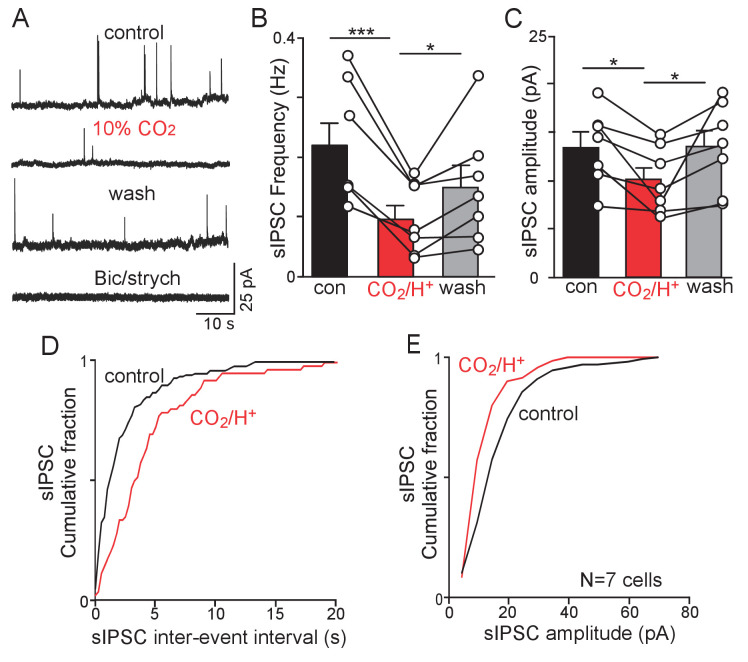
CO_2_/H^+^-dependent suppression of inhibitory synaptic input to RTN chemoreceptors. (**A**) Traces of holding current (Ihold = 0 mV) from an RTN chemoreceptor in a slice from a *Slc32a1*^Cre^::TdT mouse shows sIPSC events under control conditions and during exposure to 10% CO_2_ or bicuculline (10 µM) and strychnine (2 µM). (**B–C**) Summary data (N = 7) show the average effect of CO_2_/H^+^ on sIPSC freq (**B**) and amplitude (**C**). (**D–E**) Effect of CO_2_/H^+^ on sIPSC frequency and amplitude are also reflected in cumulative distribution plots of sIPSC inter-event interval (D; bin size 250 ms) and amplitude (E; bin size 5 pA). Data was analyzed by one-way RM ANOVA followed by Tukey multiple comparison test. *p<0.05, **p<0.01 ***p<0.001.

To further test this possibility, we characterized baseline activity and CO_2_/H^+^-sensitivity of RTN chemoreceptors under control conditions and when GABA and glycine transmission was blocked with bicuculine and strychnine. In cell-attached voltage-clamp mode, bath application of bicuculine (10 µM) and strychnine (2 µM) increased baseline activity of RTN chemoreceptors by 0.7 ± 0.2 Hz (T_12_ = 2.201, p=0.022) (data not shown). This finding suggests inhibitory input partly limits activity of RTN chemoreceptors under baseline conditions. We also found the firing response to 10% CO_2_ was similar under control conditions and in the presence of bicuculine and strychnine (Δ −0.3 ± 0.2 Hz; T_12_ = 1.246, p>0.05) (data not shown). These results suggest CO_2_/H^+^-dependent inhibitory transmission regulates activity of RTN chemoreceptors under baseline conditions but not during exposure to high CO_2_.

Since application of glutamate receptor blockers into the RTN blunted the ventilatory response to CO_2_ (47), we next characterized CO_2_/H^+^-dependent modulation of sEPSC’s in chemosensitive RTN neurons. Under control conditions (5% CO_2_) and at a holding potential of −60 mV chemosensitive RTN neurons exhibit sEPSCs with an average frequency of 0.33 Hz and amplitude of −12.6 pA (Figure 4A–C). The kinetics of RTN sEPSCs are similar to AMPA-mediated events described in other brain regions (Magee and Cook, 2000; Rodriguez-Molina et al., 2007; Selyanko et al., 1979); average rise (10%–90%) and decay (90%–10%) times of 1.2 ms and 4.9 ms, respectively. This was also confirmed pharmacologically by bath application of CNQX (10 µM) at the end of each experiment (Figure 4A). Exposure to 10% CO_2_ increased sEPSC frequency to 0.65 ± 0.08 Hz (F_2,7_ = 26.91; p<0.001) (Figure 4A–B) which corresponded with a decrease in the inter-event interval (Figure 4D) but with no change in sEPSC amplitude (F_2,7_ = 1.398; p>0.05) (Figure 4C) or kinetics (rise time 1.3 ms, p=0.5772; decay time 5.0 ms, p=0.9642). Furthermore, when both excitatory and inhibitory spontaneous synaptic events were characterized in the same cells (N = 6), we confirmed that CO_2_/H^+^ increases the sEPSC/sIPSC ratio from 1.5 to 8.9 (Figure 4F) (T_5_ = 3.70; p<0.05). The differential effects of CO_2_/H^+^ on excitatory and inhibitory synaptic currents also argues against potential non-specific effects of H^+^ on neurotransmission (Sinning and Hübner, 2013). Together, these results support the possibility that the RTN functions as a CO_2_/H^+^-sensing network where excitatory and inhibitory neurons interact in a CO_2_/H^+^-dependent manner to augment respiratory drive.

**Figure 4.**
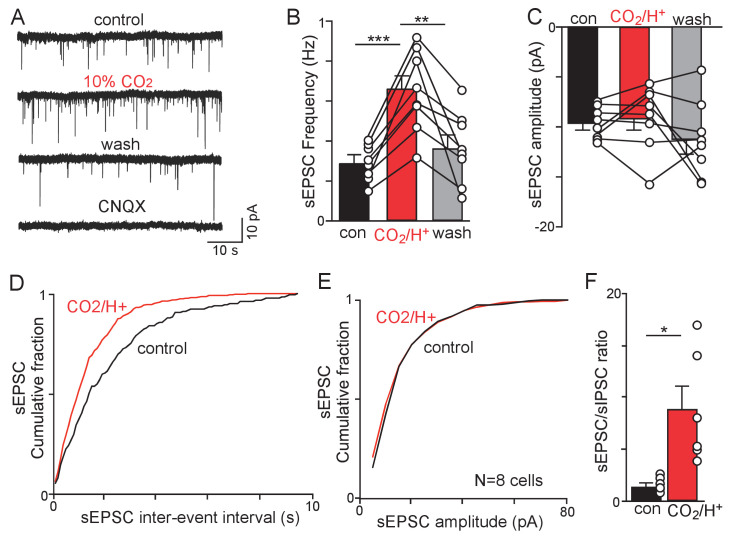
CO_2_/H^+^-dependent facilitation of excitatory glutamatergic input to RTN chemoreceptors. (**A**) Traces of holding current (Ihold = −60 mV) from a chemosensitive RTN neuron in a slice from a *Slc32a1*^Cre^::TdT mouse shows sEPSC events under control conditions and during exposure to 10% CO_2_ or CNQX (10 µM). (**B-C**) summary data (N = 8) show the average effect of CO_2_/H^+^ on sEPSC freq (**B**) and amplitude (**C**). Note that two outlier data points were excluded from analysis. (**D–E**) Effect (or lack thereof) of CO_2_/H^+^ on sEPSC frequency and amplitude are also shown in cumulative distribution plots of sIPSC inter-event interval (D; bin size 100 ms) and amplitude (E; bin size 5 pA). (**F**) CO_2_/H^+^-induced suppression of sIPSC frequency in conjunction with increased sEPSC frequency resulted in enhancement of the sEPSC/sIPSC ratio. *p<0.05, **p<0.01 ***p<0.001.

### *Sst*+ parafacial neurons regulate baseline breathing

Evidence suggests *Sst*-expressing parafacial neurons are inhibited by CO_2_/H^+^ (Figure 2) and contribute to basal activity of RTN chemoreceptors. To test this possibility in vivo, we used an AAV delivery system to express an inhibitory (Gi-coupled) DREADD receptor in a Cre-recombinase-dependent manner in *Sst*+ neurons. Specifically, we injected AAV2-hSyn-DIO-hM4D(Gi)-mCherry (10 nL/side, Addgene) bilaterally into the medial parafacial region of *Sst*^Cre^ mice (JAX #: 013044) (Figure 5). The virus spread laterally to also include a lateral portion of the parafacial region associated with active expiration (Figure 5—figure supplement 1). After 2 weeks recovery, we characterized baseline breathing and the CO_2_ ventilatory response following sequential injections (I.P.) of saline followed ~2.5 hr later by clozapine (1 mg/kg; I.P.). These experiments began under room air conditions followed by exposure to 0, 3, 5, and 7% CO_2_ (balance O_2_ to limit peripheral chemoreceptor input). Animals were exposed to each condition for 10 min and each trial was limited to a total duration of 50 min to minimize the impact of clozapine clearance on receptor activation (Jendryka et al., 2019). Consistent with our cellular (Figure 2) and synaptic data (Figures 3–4), we found that chemogenetic suppression of *Sst*+ parafacial neurons increased respiratory frequency (F_1,5_=148.1, p<0.0001) (Figure 5A–B), tidal volume (F_1,5_ = 7.360, p=0.0421) (Figure 5C) and minute ventilation (F_1,5_ = 81.06, p=0.0003) under baseline conditions (Figure 5D). However, clozapine and saline treated mice showed similar ventilatory responses to CO_2_ (F_1,5_ = 0.9089, p>0.05) (Figure 5D). This is not surprising since CO_2_/H^+^-dependent suppression of inhibitory neural activity may preclude the effects of further chemogenetic inhibition on respiratory activity. Interestingly, parallel experiments performed in *Pvalb*^Cre^ (JAX #: 008069) (F_1,5_ = 0.0139, p>0.05) and *Cck*^Cre^ (JAX #: 012706) (F_1,5_ = 0.0660, p>0.05) minimally affected baseline breathing or the ventilatory response to CO_2_ (Figure 5E–F). It should be noted that cell type-specific expression of Cre recombinase in *Sst*^Cre^ (Soumier and Sibille, 2014), *Pvalb*^Cre^ (Liu et al., 2019) and *Cck*^Cre^ (Matsuda et al., 2020) lines have been confirmed previously. Together with our cellular evidence, these results suggest *Sst*+ parafacial neurons are specialized to sense changes in CO_2_/H^+^ and contribute to respiratory activity.

**Figure 5.**
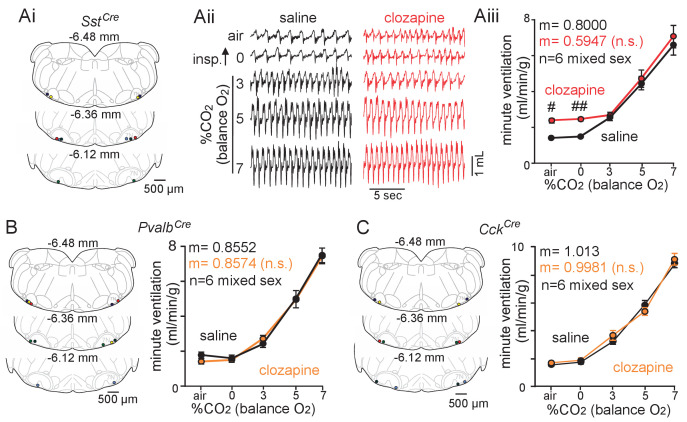
Chemogenetic suppression of *Sst*+ but not *Pvalb*+ or *Cck*+ parafacial neurons increased baseline breathing. (**Ai**) Computer-assisted plots show centers of bilateral AAV2-hSyn-DIO-hM4D-mCherry injections in *Sst*^Cre^ animals. The number above each section indicates the relative position of each slice behind bregma (Paxinos and Franklin, 2013). (**Aii**) Traces of respiratory activity from *Sst*^Cre^ mice that received bilateral parafacial injections of AAV2-hSyn-DIO-hM4D-mCherry following systemic (I.P.) injection of clozapine (1 mg/kg) or saline (control). Aiii, summary data (n = 6) shows effects of chemogenetic suppression Sst+ parafacial neurons with clozapine on minute ventilation under room air conditions and in 0–7% CO_2_ (balance O_2_). (**B–C**) Left side shows computer-assisted plots of AAV2-hSyn-DIO-hM4D-mCherry injection centers in *Pvalb*^Cre^ (**B**) and *Cck*^Cre^ (**C**) mice, and summary data to the right shows effects of chemogenetic suppression of parafacial *Pvalb*^+^ (**B**) and *Cck*^+^ (**C**) neurons on minute ventilation under room air conditions and in 0–7% CO_2_ (balance O_2_). N = 6 for each genotype (mixed sex). Slopes between 0% and 7% CO_2_ were compared by analysis of covariance (ANCOVA). ^#^, different between genotypes (two-way ANOVA with Tukey’s multiple comparison test; one symbol p<0.05, two symbols p<0.01).

**Figure 5—figure supplement 1.**
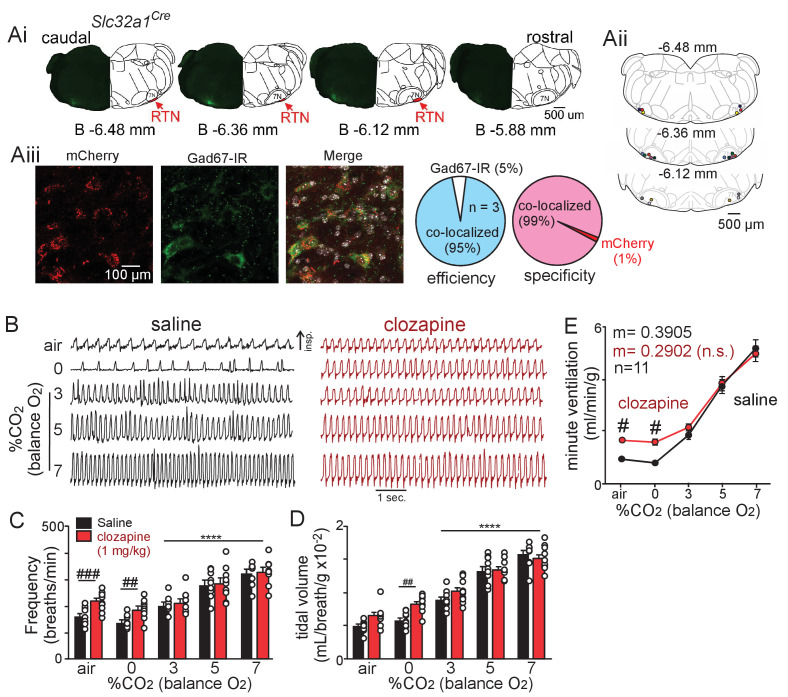
Chemogenetic suppression of all ventral parafacial neurons increased baseline breathing. (**Ai**) Confocal images of coronal sections and corresponding brainstem schematic show the placement a typical parafacial injection and its diffusion of ~100 µm along the rostral-caudal axis. (**Aii**) Computer-assisted plots show the center of all bilateral AAV2-hSyn-DIO-hM4D-mCherry injections (n = 11 animals). Approximate millimeters behind bregma is indicated by numbers next to each section. (**Aiii**) Left, examples of mCherry and Gad67-immunoreactivity (IR) and summary data to the right confirm both specificity and efficiency of this viral targeting approach. (**B**) Traces of respiratory activity from *Slc32a1*^Cre^ mice that received bilateral parafacial injections of AAV2-hSyn-DIO-hM4D-mCherry following systemic (I.P.) injection of clozapine (1 mg/kg) or saline (control). (**C–E**) Summary data shows effects of chemogenetic suppression of parafacial inhibitory neurons with clozapine on respiratory frequency (**C**), tidal volume (**D**) and minute ventilation (**E**) under room air conditions and in 0–7% CO_2_ (balance O_2_). *, different from 0% CO_2_ as assessed by Tukey’s post-hoc multiple comparison test. ^####^, different between genotypes (two-way ANOVA with Tukey’s multiple comparison test, p<0.0001).

**Figure 5—figure supplement 2.**
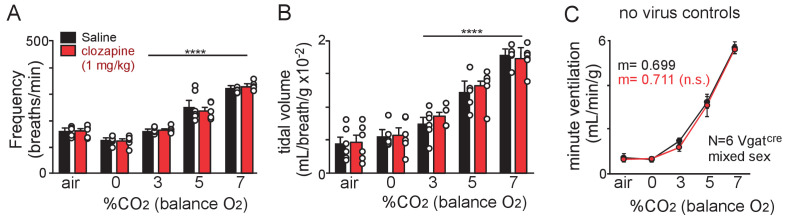
Clozapine alone minimally effects baseline breathing or the chemoreflex. (**A-C**) Summary data shows that injection of clozapine (1 mg/kg; I.P) into *Slc32a1*^Cre^ mice that did not receive AAV injections had negligible effects on respiratory frequency (**A**), tidal volume (**B**), and minute ventilation (**C**) under room air conditions or in 0–7% CO_2_ (balance O_2_). These results confirm that the concentration of clozapine used here minimally effects breathing in naïve mice. ****, different from 0% CO_2_ as assessed by Tukey’s post-hoc multiple comparison test, p<0.0001.

We performed similar experiments in *Slc32a1*^Cre^ mice (JAX #: 016962) to suppress activity of all parafacial inhibitory neurons including clusters 2 and 4 from our scRNAseq dataset (Figure 1C), which were not targeted in experiments described above. We found that chemogenetic suppression of all parafacial inhibitory neurons mirrored the effects of targeted inhibition of just *Sst*+ neurons. For example, *Slc32a1*^Cre^ mice responded to clozapine (1 mg/kg) with an increase in baseline respiratory frequency (F_1,9_=5.560, p=0.043) and tidal volume (F_1,9_ = 19.13, p=0.002), which culminated in an increase minute ventilation (F_1,9_=6.017, p=0.037) (Figure 5—figure supplement 1). Also, as observed in *Sst*^Cre^ mice, we found that inhibition of all parafacial inhibitory neurons by clozapine administration (I.P.) in Slc*32a1*^Cre^ mice minimally effected the CO_2_ chemoreflex (F_1,9_=0.0724, p>0.05) (Figure 5—figure supplement 1). We confirmed Cre recombinase is specific to inhibitory parafacial neurons in Slc*32a1*^Cre^ mice (95% of TdT fluorescence co-localized with Gad67-immunoreactivity), which confirms previously reported data (Lowery-Gionta et al., 2018; Figure 5—figure supplement 1). It should also be noted that clozapine had minimal effect on respiratory activity in Slc*32a1*^Cre^ mice that did not receive intracranial viral injections (F_1,5_=0.2399, p>0.05) (Figure 5—figure supplement 2). Together, these results identify *Sst*-expressing parafacial neurons as important determinants of baseline breathing.

## Discussion

This study provides the first characterization of synaptic properties of RTN neurons and in doing so identifies a role of ventral parafacial inhibitory neurons in CO_2_/H^+^ dependent control of breathing. Specifically, we show that (1) the ventral parafacial region contains *Sst*, *Ndnf*, *Pvalb*, and *Cck* classes of interneurons of which only *Sst*-expressing neurons are inhibited by CO_2_/H^+^; (2) chemosensitive RTN neurons receive inhibitory input under control conditions that is withdrawn during exposure to high CO_2_; (3) chemogenetic inhibition of *Sst*+ but not *Pvalb*+ or *Cck*+ parafacial neurons increases baseline respiratory activity. These results suggest *Sst*-expressing parafacial neurons are important determinants of respiratory activity under baseline conditions. This is important because disruption of baseline breathing is the root cause of disordered breathing in various disease states.

### Molecular profile of glutamatergic and GABA/glycinergic ventral parafacial neurons

Consistent with previous work (Dubreuil et al., 2009; Shi et al., 2017; Stornetta et al., 2006), we show that several types of ventral parafacial neurons express *Phox2b* including presumptive cholinergic neurons (*Chat*+), C1 pre-sympathetic neurons (*Th*+) and two subsets that express *Nmb* and similar levels of H^+^ sensing machinery (*Gpr4* and *Kcnk5*) but differ in galanin expression. It is not clear whether both *Nmb*+ populations have similar or divergent roles in control of breathing. Based on *Gpr4* and *Kcnk5* expression both *Nmb*+ subtypes likely function as chemoreceptors, however, CO_2_/H^+^-activated *Phox2b*+ parafacial neurons also contribute to pre-inspiratory rhythmogenesis early in development (Onimaru et al., 2008) so perhaps differential expression of galanin denotes these functional differences. It is also not clear whether expiratory parafacial neurons express *Phox2b* and respond to CO_2_/H^+^ similar to RTN chemoreceptors or comprise a functionally discrete respiratory center. For example, selective activation (Souza et al., 2020) or inhibition (Marina et al., 2010) of ventral parafacial *Phox2b*-expressing neurons increased and decreased expiratory activity, respectively, suggesting expiratory parafacial neurons may be an extension of *Phox2b*-positive RTN chemoreceptors that differentially regulate inspiratory or expiratory activity depending on projection targets. However, others have shown that expiratory parafacial neurons are not Phox2b-immunoreactive (de Britto and Moraes, 2017), suggesting these neurons are distinct from RTN chemoreceptors. In any case, since expiratory parafacial neurons are putatively glutamatergic (Silva et al., 2016), this population is most likely included in clusters 1–3. Of these, cluster 3 is of particular interest because it lacks *Gpr4* and *Kcnk5* and so is not likely to function as an RTN chemoreceptor. It is also worth noting that *Slc17a6* clusters 3–4 express high levels of *Stmn4*, an important regulator of neural differentiation (Lin and Lee, 2016), so perhaps these populations diverge at later developmental time points. In any case, we are unable to disentangle putative rhythmogenic or expiratory parafacial neurons from other *Phox2b*+ cell types at this time. Nonetheless, it is also important to recognize that *Phox2b* is expressed by multiple cell types in the parafacial region, thus confounding interpretation of previous work that relied primarily on *Phox2b* expression to target RTN chemoreceptors (Gourine et al., 2010).

We also determined that the ventral parafacial region contains a limited diversity of inhibitory neurons including one *Cck*+ cluster, one *Pvalb*+ cluster, one *Ndnf*+ cluster and three *Sst*+ clusters that differ in terms of calretinin, reelin and *Nos1* expression. Although our cellular experiments suggest Sst+ cells are CO_2_/H^+^-sensitive (Figure 2), we were not able to identify which Sst+ cluster(s) function as chemoreceptors based on gene expression. We also found the ventral parafacial region did not include *Htra3*-, *Vip*-, or *Npy*-expressing inhibitory neurons. This is in marked contrast to the cortex where *Htra3*+ inhibitory neurons represent ~30% of the total interneuron population (Tremblay et al., 2016). By defining the diversity if inhibitory neurons in this brainstem region, these results provide a basis for understanding how disruption of inhibitory neural function in diseases like Dravet syndrome cause brainstem disfunction and mortality.

### *Sst*-expressing parafacial neurons are intrinsically inhibited by CO_2_

The RTN is an important respiratory chemoreceptor region (Guyenet et al., 2019); therefore, it is reasonable to speculate that any neurons in this region that respond to CO_2_/H^+^ might do so in a manner tailored to support this reflex. Consistent with this, we found that a subset of inhibitory parafacial neurons (37%) are inhibited by 10% CO_2_. This response was retained when purinergic signaling or fast neurotransmission was blocked, suggesting these cells are intrinsically CO_2_/H^+^ sensitive. We also showed that CO_2_/H^+^-inhibited parafacial neurons express *Sst* while CO_2_/H^+^-insensitive cells did not, thus honing the list of inhibitory chemoreceptor candidates to clusters 3, 6, and 7 (Figure 1C). Since the majority of inhibitory neurons in this region did not respond to this level of CO_2_, it is tempting to speculate that *Sst*+ parafacial neurons are specialized to contribute to RTN chemoreceptors and respiratory drive.

### The network basis of RTN chemoreception

Previous evidence based on multi-electrode extracellular recordings from cats suggests that RTN neurons including CO_2_/H^+^-activated (presumably chemoreceptors) and -inhibited (most likely *Slc32a1*+ based on evidence presented in this study) interact through paucisynaptic connections (Ott et al., 2011). Consistent with this, we show that exposure to high CO_2_/H^+^ increased the frequency of spontaneous glutamatergic input to RTN neurons while simultaneously decreasing frequency and amplitude of spontaneous inhibitory synaptic inputs.

Mechanisms contributing to CO_2_/H^+^-induced activation of the RTN network likely involves both pre- and post-synaptic mechanisms. At the presynaptic level, we consider other chemosensitive RTN neurons or medullary raphe neurons which may co-release glutamate (El Mestikawy et al., 2011) as most the likely sources of CO_2_/H^+^ dependent glutamatergic drive to RTN chemoreceptors. Also, since CO_2_/H^+^ inhibited the activity of some parafacial *Slc32a1*+ neurons, we consider these cells the most likely substrate responsible for CO_2_/H^+^-induced suppression of sIPSC frequency. It should be noted that few inhibitory parafacial neurons were activated by CO_2_/H^+^ (Figure 3C), suggesting RTN chemoreceptors do not project to and regulate activity of parafacial inhibitory neurons. The differential effects of CO_2_/H^+^ on EPSC and IPSC frequency also argue against potential non-specific inhibitory effects of CO_2_/H^+^ on voltage gated Ca^2+^ channels (Shah et al., 2001) and neurotransmission (Sinning and Hübner, 2013). However, the RTN (Guyenet et al., 2005; Takakura et al., 2007; Yang and Feldman, 2018) and parafacial region (Silva et al., 2020) receive inhibitory input from various elements of the respiratory circuit that serves to limit chemoreceptor function during times of high respiratory activity, and we cannot exclude potential effects of CO_2_/H^+^ on transmitter release from these inputs.

At the postsynaptic level, our finding that CO_2_/H^+^ minimally affected sEPSC amplitude is consistent with evidence that AMPA receptors are largely unaffected by acidification. Conversely, CO_2_/H^+^-dependent suppression of sIPSC amplitude may involve H^+^-dependent inhibition of GABA or glycine receptors on RTN neurons. For example, depending on the subunit composition, certain recombinant GABA_A_ receptors (Huang et al., 2004; Huang and Dillon, 1999; Wang et al., 2005) and glycine α1 and α1β receptors (Chen et al., 2004) are reversibly inhibited by acidification near the physiological range. It should also be noted that CO_2_/H^+^ may elicit release of non-glutamatergic neuromodulators that alter postsynaptic conductance and potentially contribute to diminished IPSC amplitude; however, we consider this unlikely since this non-specific mechanism is expected to affect both excitatory and inhibitory synaptic currents. Together these results suggest the RTN functions as a CO_2_/H^+^-sensing network composed of both faciliatory and disinhibitory interactions.

### Parafacial inhibitory neurons contribute to baseline breathing

The possibility that disinhibition contributes to chemoreception is not novel or unique to the RTN. For example, CO_2_/H^+^-inhibited cells have been found in several putative chemosensitive regions (Conrad et al., 2009; Nichols et al., 2009; Wang and Richerson, 1999) including GABAergic neurons in the medullary raphe (Iceman et al., 2014) and parafacial region (Kuribayashi et al., 2008). These results suggest disinhibition contributes to respiratory chemoreception. However, in the absence of evidence that inhibitory neurons in these regions actually influence chemoreceptor function or contribute to respiratory behavior, this possibility has remained largely speculative. We addressed these knowledge gaps by first showing that chemosensitive RTN neurons receive inhibitory synaptic input under control conditions that is withdrawn in a CO_2_/H^+^-dependent manner (Figure 4). We also show that chemogenetic suppression of *Sst*+ parafacial neurons increased minute ventilation (frequency and tidal volume) (Figure 5A). Therefore, we propose that *Sst*+ parafacial neurons contribute to the drive to breathe by regulating baseline activity of RTN chemoreceptors. When the activity of *Sst*+ parafacial neurons is diminished under high CO_2_ conditions, it is perhaps not surprising that further inhibition of this population by chemogenetic means had negligible effect on respiratory output. These results are consistent with pharmacological evidence from anesthetized rats showing that application of bicuculline (GABA_A_ receptor blocker) to the ventrolateral medulla increased inspiratory activity under control conditions but not during exposure to high CO_2_ (Gourine and Spyer, 2001). Furthermore, disinhibition of neurons located more laterally in the ventral parafacial region contributed to emergence of active expiration during exposure to high CO_2_ (Huckstepp et al., 2015; Pagliardini et al., 2011). Recent work suggests GABAergic neurons in medullary raphe regions regulate expiratory output of the lateral parafacial region during high CO_2_ (60); however, the source of CO_2_/H^+^-dependent disinhibition of expiratory parafacial neurons remains unclear. Our evidence that *Sst*+ parafacial neurons show a CO_2_/H^+^ response consistent with disinhibition and their close proximity to the lateral parafacial region makes them ideal candidates for such a function. However, potential roles of these neurons in regulation of expiratory activity requires further investigation.

### Potential physiological significance

The ability of respiratory chemoreceptors to sense and respond to tissue CO_2_/H^+^ is what maintains breathing during sleep. As CO_2_/H^+^ levels decrease so too does respiratory activity until the apneic threshold is reached and breathing ceases. Therefore, baseline CO_2_ levels and the apneic threshold are critical determinants of stable breathing during sleep (Nakayama et al., 2002). The ability of ventral parafacial Sst+ neurons to respond to CO_2_ in the low physiological range (minimally active under high CO_2_ conditions) and preferentially regulate baseline breathing suggests these cells are important determinants of baseline CO_2_ levels and the apneic threshold. Although we did not observe an apnea phenotype during chemogenetic suppression of parafacial inhibitory neurons, these experiments were performed in awake mice in which arousal-dependent mechanism may help stabilize breathing. Interestingly, a yet unidentified population of *Slc32a1*+ neurons in nearby and potentially overlapping medullary regions are known to regulate rapid eye movement (REM) sleep, where activation of these cells promotes a REM-like state and inhibition of these cells does the opposite (Weber et al., 2015). Considering that CO_2_/H^+^ also stimulates arousal (Guyenet and Bayliss, 2015), it is possible CO_2_/H^+^ inhibition of parafacial *Slc32a1*+ neurons suppresses REM and promotes arousal, thus directly coordinating chemoreceptor activity with sleep-wake state. However, these possibilities require further investigation. An additional caveat to note is that in addition to RTN chemoreceptors, *Sst+* parafacial neurons likely regulate respiratory activity at other levels of the respiratory circuit. Therefore, an important future direction of this work will be to identify projection targets of *Sst*+ parafacial neurons.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*M. musculus*, Vgat-iris-Cre, mixed 129/SvJ and C57BL6/J background)	Slc32a1tm2(cre)Lowl/J	Jackson Laboratories	RRID:IMSR_JAX:016962	
Strain, strain background (TdTomato reporter Ai14, C57BL6/J background)	B6.Cg-Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^/J	Jackson Laboratories	RRID:IMSR_JAX:007909	
Strain, strain background (Phox2b Cre, C57Bl6/J background)	B6(Cg)-Tg(Phox2b-cre)3Jke/J	Jackson Laboratories	RRID:IMSR_JAX:016223	
Strain, strain background (Sst Cre, C57Bl6/J background)	Sst^tm2.1(cre)Zjh^/J	Jackson Laboratories	RRID:IMSR_JAX:013044	
Strain, strain background (Pvalb Cre, C57Bl6/J background)	Pvalb^tm1(cre)Arbr^/J	Jackson Laboratories	RRID:IMSR_JAX:017320	
Strain, strain background (Cck-IRES Cre, C57Bl6/J background)	Ccktm1.1(cre)Zjh/J	Jackson Laboratories	RRID:IMSR_JAX:012706	
Transfected construct (*M. musculus*)	AAV2-hSyn-DIO-hM4D(Gi)-mCherry	PMID:21364278	RRID:Addgene_44362	
Antibody	(goat polyclonal) anti-mouse Phox2b antibody	R and D Systems	RRID:AB_10889846	(1:100 dilution)
Antibody	(rat monoclonal) anti-mouse GAD67 antibody,close 1G10.2	Millipore Sigma	RRID:AB_2278725	(1:250 dilution)
Antibody	(mouse monoclonal) anti-mouse Parvalbumin antibody	Millipore Sigma	RRID:AB_2174013	(1:250 dilution)
Antibody	(rabbit polyclonal) anti-mouse CCK-AR antibody	R and D Systems	RRID:AB_2275486	(1:250 dilution)
Antibody	(mouse monoclonal) anti-Somatostatin antibody	Santa Cruz Biotechnology	RRID:AB_831726	(1:200 dilution)
Antibody	(rabbit polyclonal) anti-lucifer yellow antibody	ThermoFisher	RRID:AB_2536190	(1:500 dilution)
Antibody	(donkey polyclonal) anti-rabbit AlexaFluor 488	Jackson Immunoresearch	711-545-152	(1:500 dilution)
Antibody	(donkey polyclonal) anti-mouse AlexaFluor 647	Jackson Immunoresearch	715-605-150	(1:500 dilution)
Sequence-based reagent	RNAScope Probe-Gad1	ACDBio	400951-C3	1:50
Sequence-based reagent	RNAScope Probe-Slc6a5	ACDBio	425351-C2	1:50
Sequence-based reagent	RNAScope Probe-Slc32a1	ACDBio	319191	50:1
Commerical assay or kit	RNAscope Fresh Frozen Multiplex Fluorescent Kit	ACDBio	320851	
Commerical assay or kit	Chromium Single Cell 3’ Reagent Kit	10X Genomics	PN 120237	Version 2
Chemical Compound, drug	Lucifer Yellow	Sigma	L0259	0.2%
Chemical compound, drug	Clozapine	Sigma	1142107	1 mg/mL
Chemical compound, drug	Strychnine	Sigma	S0532	2 µM
Chemical compound, drug	Gabazine	Tocris	1262	10 µM
Chemical compound, drug	CNQX	Tocris	0190	10 µM
Chemical compound, drug	PPADS	Tocris	0625	100 µM
Chemical compound, drug	1,3-dimethyl-8-phenyl-xantine (8-PT)	Sigma	P2278	10 µM
Software, algorithm	Loupe Browser	10X Genomics	RRID:SCR_018555	Version 5.0.0
Software, algorithm	Ponemah	DSI	RRID:SCR_01701	Version 5.32
Software, algorithm	Spike	Cambridge Electronic Design	RRID:SCR_00903	Version 5.0
Software, algorithm	Prism 7	GraphPad	RRID:SCR_002798	Version 7.03
Software, algorithm	pCLAMP 10	Molecular Devices	RRID:SCR_011323	Version 10
Software, algorithm	ImageJ	NIH	RRID:SCR_003070	Version 2.0.0
Software, algorithm	Synaptosoft	Mini Analysis Program	RRID:SCR_002184	

### Animals

All procedures were performed in accordance with National Institutes of Health and University of Connecticut Animal Care and Use Guidelines. All animals were housed in a 12:12 light dark cycle with normal chow ad libitum if of weaning age. The single-cell RNA-seq experiments used mixed sex wild-type C57BL6/J animals. The *Slc32a1*^Cre^ (JAX # 016962) and TdTomato (Ai14) reporter mice (JAX # 007914) were maintained on 129S1/SvlmJ and C57BL6/J backgrounds, respectively, and only F1 pups were used for electrophysiological experiments. Mouse lines used for chemogenetic experiments including *Sst*^Cre^ (JAX # 013044), *Pvalb*^Cre^ (JAX # 017320), and *Cck*^Cre^ (JAX # 012706) lines were ordered from a congenic C57BL6/J background, directly from Jackson Laboratories. *Phox2b*^Cre^ (JAX # 016223) mice were maintained on a C57BL6/J background and used solely for antibody specificity confirmation.

### Single-cell isolation

Animals were euthanized under ketamine/xylazine anesthesia and brainstem slices were prepared using a vibratome in ice cold, high-sucrose slicing solution containing (in mM): 87 NaCl, 75 sucrose, 25 glucose, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 2.5 KCl, 7.5 MgCl_2_, 0.5 mM CaCl_2_, and 5 L-ascorbic acid (equilibrated with 5% CO_2_-95% O_2_). Coronal brainstem slices (300 μm thick) were prepared and then immediately enzymatically treated at 34°C with protease XVIII (6 mg/mL, Sigma) for 6 min. After enzyme incubation, slices were washed three times in cold dissociation solution and then transferred to an enzyme inhibitor mix containing trypsin inhibitor (10 mg/mL, Sigma) and bovine serum albumin (BSA, 10 mg/mL, Sigma) in cold sucrose dissociation solution. Next, we isolated the parafacial region which included cells within ~100 µm from the ventral surface and extended ~600 µm medially from the border of the trigeminal nucleus and ~500 µm rostrally from the caudal end of the facial nucleus. Motor neurons, adrenergic C1 cells and raphe neurons were identified based on expression of cell type specific markers and excluded from analysis. These tissue chunks were then warmed to 34°C for 10 min before trituration. A single cell suspension was achieved by trituration using a 25 and 30 gauge needles sequentially, attached to a 2 mL syringe. Samples were triturated for an average of 5 min. Immediately after, the samples were placed back on ice and filtered through a 30-micron filter (Miltenyi Biotech) into sterile microcentrifuge tubes for cell viability assessment.

### Single-cell RNA sequencing

Cell viability for each sample was assessed on a Countess II automated cell counter (ThermoFisher), and 12,000 cells were loaded for capture onto an individual lane of a Chromium Controller (10X Genomics). Single cell capture, barcoding and library preparation were performed using the 10X Chromium platform according to the manufacturer’s protocol (#CG00052) using version 2 (V2) chemistry. cDNA and libraries were checked for quality on Agilent 4200 Tapestation, quantified by KAPA qPCR. All libraries were sequenced on individual lanes of an Illumina HiSeq4000 targeting 6000 barcoded cells with an average sequencing depth of 50,000 reads per cell.

### scRNA-seq data processing, quality control, and analysis

Illumina base call files for both libraries were converted to FASTQs using bcl2fastq v2.18.0.12 (Illumina) and FASTQ files were aligned to the mm10 (GRCh38.84, 10X Genomics mm10 reference 2.1.0) using the version 2.2.0 Cell Ranger count pipeline (10X Genomics), resulting in two gene-by-cell digital count matrices. Source code for FASTQ files is available on GitHub at: https://github.com/TheJacksonLaboratory/ventral-parafacial-neuron-scrnaseq or through GEO accession GSE153172. Downstream analysis was performed using Scanpy (v1.4.6) (Wolf et al., 2018). Individual libraries were subjected to quality control and filtering independently. Putative doublets were first removed using Scrublet on the raw matrixes (Wolock et al., 2019). Then, for each matrix, cells containing fewer than 800 genes, more than 50 hemoglobin transcripts, or more than 20% mtRNA content were excluded from downstream analyses. Genes present in five or fewer cells, with fewer than 10 total counts were also excluded. For the dataset depicted in this work, we used two lanes of 10X Chromium chip with the following conditions: P10 C57BL6/J pups and 4-OH Tamoxifen treated P10 C57BL6/J pups. We used both of these conditions to create a comprehensive control database to compare Cre dependent and inducible lines with a C57BL6/J background strain. The individual filtered matrices (containing 3345 and 9054 cells, respectively) were concatenated together resulting in an initial aggregated counts matrix of 12,399 cells by 15,923 genes. This aggregated counts matrix was normalized by the total number of counts per cell then multiplied by the median number of counts across all cells, log2 transformed, and lastly scaled to zero mean and unit variance column-wise.

The 2000 most highly variable genes computed using 'scanpy.pp.highly_variable_genes' with `flavor=”cell_ranger’` were selected for the computation of principal components (PCs). Genes related to cell cycle, stress response, the Y-chromosome, hemoglobin as well as ribosomal, mitochondrial, and the gene Xist were excluded from this list of highly variable genes prior to the computation of PCs. Briefly, the list of cell cycle genes was adapted from Giotti et al., 2019, using all annotated genes except those with labels ‘Other’, ‘Function known but’, and ‘Uncharacterized’, whereas the stress response genes were adapted from O'Flanagan et al., 2019. The first 25 PCs were computed and were used to create a k = 16 batch-balanced nearest-neighbor graph using BBKNN (Polański et al., 2020) measured by cosine distance. A 2D UMAP embedding (https://arxiv.org/pdf/1802.03426.pdf) was subsequently generated using this graph ('min_dist = 0.5'). Initial clusters were assigned via the Leiden community detection algorithm (Traag et al., 2019) at 0.7 resolution on this k-NN graph, resulting in 20 initial clusters (Figure 1—figure supplement 1).

To further analyze the neuronal populations, all cells were first classified as neuronal or non-neuronal using a simple two-state Gaussian mixture model (Mickelsen et al., 2019), and neuronal cells were further classified as inhibitory or excitatory using a three-state Gaussian mixture model. Briefly, the median expression of *Snap25*, *Syp*, *Tubb3*, and *Elavl2* in each cluster was used to fit the first model and classify the clusters as neuronal (high expression) and non-neuronal (low expression). Median expression of *Slc17a6* and *Slc32a1* was then used to classify the neurons as *Slc17a6^high^* (excitatory), *Slc32a1^high^* (inhibitory), or other. Inhibitory and excitatory neurons were subsequently reanalyzed separately (Figure 1—figure supplement 1).

The raw expression matrices of the 210 excitatory and 464 inhibitory neurons were re-normalized, batch corrected, and embedded with UMAP independently as described above, using only 1000 highly variable genes. Clustering with Leiden community detection led to four excitatory and seven inhibitory neuron clusters. In both analyses, a small population of *Slc17a6* high/*Slc32a1* high cells emerged (n = 28); it is unclear whether these cells are doublets, but due to the limited number of such cells, this unique population was discarded from both analyses, resulting in 197 excitatory and 445 inhibitory neurons analyzed. Markers genes for each cluster in each analysis were computed using the Wilcoxon-ranked sum test in a one-versus-rest fashion using the `scanpy.tl.rank_genes_groups` function.

### Immunohistochemistry

Mice (*Phox2b*^Cre^::TdT, *Slc32a1*^Cre^::TdT, *Slc32a1*^Cre^ infected with virus) were transcardially perfused with 20 mL of room temperature phosphate buffered saline (PBS, pH 7.4) followed by 20 mL of chilled 4% paraformaldehyde (pH 7.4) in 0.1 M phosphate buffered saline. The brainstem was then removed from the animal and post-hoc fixed for 24 hr. After, 150 µm slices were made using a Zeiss VT100S vibratome. In the case of live slices from electrophysiology recordings, individual slices were placed in chilled 4% paraformaldehyde for at least 24 hr before processing. Free floating slices were then incubated in a 0.5% Triton-X/PBS solution for 45 min to permeabilize the tissue. The slices remained in a 0.1% Triton-X/10% Fetal Bovine Serum (FBS, ThermoFisher)/PBS solution for a 12 hr primary antibody incubation of selected primary antibody (see **Key Resource Table**). The tissue was then washed three times in 0.1% Triton-X/10% FBS/PBS solution; the secondary antibody was incubated with the tissue after the third wash for 2 hr (see **Key Resource Table**). The tissue was then washed three times in PBS before mounting on precleaned glass slides with Prolong Diamond with DAPI (ThermoFisher). Imaging of brain slices was achieved with a Leica SP8 confocal microscope.

### Fluorescent in situ hybridization

To prepare fresh frozen slice, two week old *Slc32a1^Cre^*::TdT mice were anesthetized with isoflurane, decapitated, and brainstem tissues were rapidly frozen with dry ice and embedded with OCT compound. Brainstem slices (14 µm thick) containing the RTN were cryosectioned and collected onto SuperFrost Plus microscope slides. Slices were fixed with 4% paraformaldehyde and dehydrated with ethanol. This tissue was processed with the instruction of RNAscope Multiplex Fluorescent Assay (ACD, 320850); the probes used in our study were designed and validated by ACD. Confocal images were obtained using a Leica Sp8 and confocal image files containing image stacks were loaded into ImageJ (version 2.0.0, NIH, RRID:SCR_003070).

### Acute brainstem slice preparation and in vitro electrophysiology

Slices containing the RTN were prepared as previously described (Kuo et al., 2016). In short, mice were anesthetized by administration of ketamine (375 mg/kg, I.P.) and xylazine (25 mg/kg; I.P.) and rapidly decapitated; brainstems were removed and transverse brainstem slices (250–300 µm) were cut using a microslicer (DSK 1500E; Dosaka) in ice-cold substituted Ringer solution containing the following (in mM): 260 sucrose, 3 KCl, 5 MgCl_2_, 1 CaCl_2_, 1.25 NaH_2_PO_4_, 26 NaHCO_3_, 10 glucose, and 1 kynurenic acid. Slices were incubated for 30 min at 37°C and subsequently at room temperature in a normal Ringer’s solution containing (in mM): 130 NaCl, 3 KCl, 2 MgCl_2_, 2 CaCl_2_, 1.25 NaH_2_PO_4_, 26 NaHCO_3_, and 10 glucose. Both substituted and normal Ringer’s solutions were bubbled with 95% O_2_ and 5% CO_2_ (pH = 7.30).

### Electrophysiological recordings

Individual slices containing the ventral parafacial region were transferred to a recording chamber mounted on a fixed-stage microscope (Olympus BX5.1WI) and perfused continuously (~2 ml/min) with a bath solution containing (in mM): 130 NaCl, 3 KCl, 2 MgCl_2_, 2 CaCl_2_, 1.25 NaH_2_PO_4_, 26 NaHCO_3_, and 10 glucose (equilibrated with 5% CO_2_; pH = 7.3). All recordings were made with an Axopatch 200B patch-clamp amplifier, digitized with a Digidata 1322A A/D converter and recorded using pCLAMP 10.0 software (RRID:SCR_011323). The firing response of chemosensitive RTN neurons to 10% CO_2_ (duration of ~5 min) was assessed at room temperature (~22°C) in the cell-attached voltage-clamp configuration (seal resistance >1 GΩ) with holding potential matched to resting membrane potential (Vhold = −60 mV) and with no current generated by the amplifier (Iamp = 0 pA). Patch electrodes had a resistance of 5–6 MΩ when coated with Sylgard 184 and filled with a pipette solution containing the following (in mM): 120 KCH_3_SO_3_, 4 NaCl, 1 MgCl_2_, 0.5 CaCl_2_, 10 HEPES, 10 EGTA, 3 Mg‐ATP and 0.3 GTP‐Tris, 0.2% Lucifer yellow (pH 7.30). Firing rate histograms were generated by integrating action potential discharge in 10 to 20 s bins using Spike 5.0 software (RRID:SCR_000903). In a subset of experiments, we obtained whole-cell access to characterize input resistance over voltages ranging from −20 to −80 mV by injecting current steps (1 s) of varying amplitudes (−100 pA to −20 pA). Also, in the whole cell configuration, we filled cell types of interest with Lucifer Yellow for *post hoc* immunohistochemical identification using cell type specific markers.

Spontaneous synaptic currents were characterized in the absence of TTX using a Cs-based pipette solution containing the following (in mM): 135 CsCH_3_SO_3_, 10 HEPES, 1 EGTA, 1 MgCl_2_, 3.2 TEA-Cl, 5 Na-phosphocreatine, 4 Mg-ATP, and 0.3 Na-GTP (pH 7.3 using CsOH). To record spontaneous IPSCs (sIPSCs), cells were held at the reversal potential for AMPA-mediated excitatory synaptic currents (sEPSCs; Ihold 0 mV) and confirmed with bath application of GABA and glycine blockers. To record EPSCs, cells were held at −60 mV. Although this voltage is positive to the Cl^-^ reversal potential under our experimental conditions, potential contaminating IPSCs could easily be excluded from analysis based on the direction of synaptic currents; inward for EPSCs and outward for IPSCs. We also pharmacologically confirmed EPSCs as glutamatergic at the end of each experiment by bath application of 6-cyano-7- nitroquinoxaline-2,3-dione (CNQX). Spontaneous EPSCs and IPSCs were analyzed using the Mini Analysis Program (Synaptosoft) and detected events based on amplitude (minimum 5 pA) and characteristic kinetics (fast rising phase followed by a slow decay). Each automatically detected event was also visually inspected to exclude obvious false responses. All whole-cell recordings had an access resistance (Ra) <20 MOhm, recordings were discarded if Ra varied 10% during an experiment, and capacitance and Ra compensation (70%) were used to minimize voltage errors. A liquid junction potential of −10 mV (KCH_3_SO_3_) or +11 mV (CsCH_3_SO_3_) was corrected off-line.

### RTN viral injections

Adult *Slc32a1*^Cre^, *Sst*^Cre^, *Pvalb*^Cre^, and *Cck*^Cre^ mice (>20 g) were anesthetized with 3% isoflurane. The right cheek of the animal was shaved and an incision was made to expose the right marginal mandibular branch of the facial nerve. The animals were then placed in a stereotaxic frame and a bipolar stimulating electrode was placed directly adjacent to the nerve. Animals were maintained on 1.5% isoflurane for the remainder of the surgery. An incision was made to expose the skull and two 1.5 mm holes were drilled left and right of the posterior fontanelle, caudal of the lambdoidal suture. The facial nerve was stimulated using a bipolar stimulating electrode to evoke antidromic field potentials within the facial motor nucleus. In this way, the facial nucleus on the right side of the animal was mapped in the X, Y, and Z direction using a quartz recording electrode. The viral vector, AAV2-hSyn-DIO-hM4D(Gi)-mCherry (Addgene #44361, titer 5.3 × 10^12^ GC∕mL), was loaded into a 1.2 mm internal diameter borosilicate glass pipette on a Nanoject III system (Drummond Scientific). One 10 µL injection of virus per side was delivered at least −0.02 mm ventral to the Z coordinates of the facial nucleus, to ensure injection into the RTN. These same coordinates were used for the left side of the animal. In all mice, incisions were closed with nylon sutures and surgical cyanoacrylate adhesive. Mice were placed on a heated pad until consciousness was regained. Meloxicam (1.5 mg/kg) was administered 24 and 48 hr postoperatively. Plethysmography was performed 2 weeks after viral injection. The location of all injection sites were later confirmed by post hoc histological analysis (Figure 5—figure supplement 1).

### Unrestrained whole-body plethysmography

Respiratory activity was measured using a whole-body plethysmograph system (Data Scientific International; DSI), utilizing a small animal chamber maintained at room temperature and ventilated with room air or carbogen mixtures at a constant flow rate of 1.16 L/min. Following recovery from surgery, *Slc32a1*^Cre^, *Sst*^Cre^, *Pvalb*^Cre^, and *Cck*^Cre^ mice injected with AAV were individually placed into a chamber and allowed 1 hr to acclimate prior to the start of an experiment. Respiratory activity was recorded using Ponemah 5.32 software (DSI) for a period of 20 min in room air immediately after I.P. injection of saline or clozapine followed by exposures to 0, 3, 5, and 7% CO_2_ (balance O_2_) (10 min/condition). For the chemogenetic experiments, we sequentially tested saline followed by clozapine on the ventilatory response to CO_2_ in the same animals on the same day (~2.5 hr between trials). Plethysmography experiments began immediately after injection of either saline or clozapine. Parameters of interests including respiratory frequency (FR, breaths per minute), tidal volume (VT, measured in mL; normalized to body weight and corrected to account for chamber and animal temperature, humidity, and atmospheric pressure), and minute ventilation (VE, mL/min/g) were measured during a 20 s period of relative quiescence, confirmed with synchronous video monitoring, after 5 min of exposure to each condition. All experiments were performed between 9 a.m. and 6 p.m. to minimize potential circadian effects.

### Statistics

Data are reported as mean ± SE. Power analysis was used to determine sample size, all data sets were tested for normality using Shapiro-Wilk test, and outlier data points were identified by the Grubbs test and excluded from analysis. Statistical comparisons were made using t-test, Wilcoxon-ranked sum test, or one-way or two-way simple or repeated measures ANOVA or ANCOVA followed by Tukey’s multiple comparison tests as appropriate. The specific test used for each comparison is reported in the figure legend and all relevant values used for statistical analysis are included in the results section.

## Data Availability

Raw and processed scRNA-seq data are available through the Gene Expression Omnibus (accession GSE153172) and analysis code is available on GitHub. Analysis of FISH, electrophysiology, and respiratory activity data was done using standard software and no custom code was written. The following dataset was generated: ClearyCMKuoFSJamesSFlynnWFRobsonPMulkeyDK2020Ventral parafacial inhibitory neurons regulate baseline breathing by a mechanism involving disinhibitionNCBI Gene Expression OmnibusGSE153172

How the deposited data were processed for this re-analysis (not part of the article)

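Single-cell RNA sequencing libraries of the ventral parafacial region were analysed for 2 conditions, untreated and 4OH-tamoxifen, with 1 library per condition and 8 pooled mice (4 male and 4 female) in each library. The mice were 10 days old, and 4OH-tamoxifen was given at 0.2 mg per day for 3 days. The authors converted the reads with bcl2fastq, aligned them to the 10X Genomics mm10 reference and counted UMIs with Cell Ranger, and the deposited values are the count of UMIs per gene and cell barcode, without normalization, for the barcodes that Cell Ranger called as cells. The deposited counts include barcodes with few genes, many hemoglobin UMIs or many mitochondrial UMIs, and doublets, so the filters of the paper were applied to them again.

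The untreated library has 3767 barcodes, 18496942 UMIs and a median of 3455 UMIs and 1635 genes per barcode, and the 4OH-tamoxifen library 10241 barcodes, 34704167 UMIs and a median of 2316 UMIs and 1229 genes. Doublets were called in each library by Scrublet as implemented in scanpy, with 2 simulated doublets per cell and its automatic threshold, which fell at a score of 0.512 in the untreated and 0.179 in the 4OH-tamoxifen library. It marked 6 and 544 barcodes, and these were removed. Cells with fewer than 800 genes, more than 50 hemoglobin UMIs or more than 20% mitochondrial UMIs were removed, and genes found in 5 or fewer cells or with fewer than 10 counts were left out, which kept 3339 and 8558 cells and 16344 genes. UMIs were scaled to the median total per cell and log2-transformed after 1 was added. The 2000 most variable genes by dispersion were chosen, and cell cycle, stress and sex-linked genes were left out of them, leaving 1930. The lists of cell cycle and stress genes that the paper cites were not used here, and shorter lists written for this purpose took their place. Cells were placed in a graph on 25 principal components, with 8 nearest neighbours in each library by cosine distance, in place of the BBKNN program, and grouped by Leiden clustering at a resolution of 0.7.

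Clusters were named by lists of marker genes. A marker counted as detected when its CPM in the cluster was at least 2 times that in all other cells, after 10 CPM was added to both, and when at least 10% of cells had it. A name needed 3 detected markers, and a cluster was left unnamed where markers of another type led its genes. Gaussian mixture models were fitted to cluster medians, with 2 states on *Snap25*, *Syp*, *Tubb3* and *Elavl2* for neurons and 3 states on *Slc17a6* and *Slc32a1* for neuron classes, after the neurons were clustered again on 1000 variable genes. Cells of a class with at least 1 UMI of both genes were discarded, and each class was clustered once more.

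A share of cells is the percent with at least 1 UMI of a gene, with an exact binomial 95% interval (Clopper-Pearson). The sum of UMIs over cells is given per 1000000 UMIs (CPM) with an exact Poisson interval, and a ratio of CPM with an exact conditional interval. These intervals cover counting error only. Where 0 cells had a gene, the limit is the share that 3 cells would give. Microglia-like cells served as the background, and all shares were also computed after each cell was thinned to 2000 UMIs, leaving out shallower cells. With 1 library per condition, no test between conditions was made and no genes were counted as changed. Profiles of the libraries were compared in each type with at least 100 cells per library, as Pearson's r across genes of log2 of CPM plus 1. The genes named are among those the paper names and, in each of these types, the 3 genes with the largest CPM ratio in each direction among genes with at least 50 CPM in the higher library and 20 UMIs in the lower. Beyond these, *Gad2*, *Tph2* and *Slc6a4* were on the lists of markers set before the data were examined, and *Pnmt* and the genes that come up only in the closing section were chosen after their values were seen.

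A set of 17 alternatives was fixed before the data were examined, 12 that change the filters, doublet calls, clustering or classes and 5 that change only a measurement. They are no doublet removal, doublets at the rate expected from the loading (0.8% per 1000 cells), a minimum of 500 or 1200 genes, at most 10% mitochondrial UMIs, a graph without batch balancing, 3000 variable genes for all cells and 2000 for neurons, a Leiden resolution of 1.4, another Leiden seed, each library clustered on its own, neurons from single cells, and classes from single cells. The measurements are a minimum of 2 UMIs for a share, thinning, the mean of each cell's own CPM, 10 CPM added before the log, and genes with at least 10 CPM.

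The ratios and the classes were tested on simulated data. In counts drawn with known changes in 200.0 genes, the 95% intervals held the true ratio for 96.0% of the genes in oligodendrocyte-like, 96.5% in microglia-like and 96.0% in pericyte-like cells, and the median absolute error of log2 ratios was 0.05, 0.09 and 0.25. These counts had Poisson error only, so coverage near 95% was set by the design, and variation between cells, mice or libraries was absent. In simulated neurons, 92.7% of *Slc32a1* and 90.6% of *Slc17a6* cells were assigned to their own class. Each was drawn from the summed profile of its own cluster and library, and the class found here was taken as true. Cells that the clusters placed in the wrong class therefore cannot appear in this test. Gene positions and biotypes were taken from the GENCODE annotation of GRCm38 by Ensembl identifier. The work used Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, umap-learn 0.5.12, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. The fluorescent in situ hybridization, slice recordings and plethysmography of the paper were not analysed here.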

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

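All tests in this part were chosen only after the result was seen.

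*Mgp*, a gene the paper does not discuss, stood out in oligodendrocyte-like cells, at 459 CPM (440 to 479; 2088 UMIs) in the untreated library and 2.42 CPM (24 UMIs) in the 4OH-tamoxifen library. The difference was not confined to these cells, since *Mgp* was also higher in untreated pericyte-like (2376 and 628 CPM), endothelial-like (178 and 63.5 CPM) and microglia-like cells (26.0 and 3.17 CPM). It was counted in 160 of 430 untreated cells, 37.2% (32.6 to 42.0), and 21 of 1432 4OH-tamoxifen cells, 1.47%. RNA free in the droplets would reach other types alike, but microglia-like cells of the untreated library had 26.0 CPM (18.7 to 35.1). Pericytes or fibroblasts captured with an oligodendrocyte would bring their markers. A pericyte marker was found in 15% (8.65 to 23.5) of the 100 untreated oligodendrocyte-like cells with at least 3 *Mgp* UMIs, against 17.4% of the 270 without *Mgp* and 100% of the 102 untreated pericyte-like cells, and a fibroblast marker in 5.0% (1.64 to 11.3) against 6.67%, which argues against both. A single animal as the source is excluded, since *Mgp* was in 41.4% (34.0 to 49.1) of cells with a Y-linked gene and no *Xist*, and 33.7% (26.6 to 41.5) of cells with *Xist* and no Y-linked gene. Its neighbour on chromosome 6, *Smco3*, differed in the same direction in oligodendrocyte-like cells without *Mgp*, at 55.9 and 10.6 CPM, a ratio of 5.26 (4.07 to 6.81). A difference between the pooled animals of the 2 libraries at this locus may raise both genes, and it cannot be told apart from an effect of 4OH-tamoxifen, because each condition has 1 library.

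A second pair of neighbouring genes, *F11r* and *B930036N10Rik* on chromosome 1, was higher in untreated microglia-like cells, with *F11r* at 307 CPM (281 to 336) and 96.9 CPM (82.1 to 114), and *B930036N10Rik* at 69.3 and 17.7 CPM. In the 14 lists of genes with the largest ratios, 2 pairs lay within 100 kb of each other, and 1 of 10000 draws of random lists held as many, which argues against chance among the eligible genes. *B930036N10Rik* is annotated as antisense. Whether the pairs share regulation, a variant or reads was not tested, and no biological explanation beyond the treatment is named by the design.

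*Sst*, which the paper reports for inhibitory neurons, was also counted in 33 of 213 neurons of the *Slc17a6* class, 15.5% (10.9 to 21.1). Of these, 10 had no *Slc17a6*, and 7 of the 10 had an inhibitory gene (*Gad1*, *Gad2*, *Slc6a5* or *Lamp5*), so the pattern is confined here to the 23 with *Slc17a6*, which are 14.3% (9.28 to 20.7) of the 161 cells of the class with *Slc17a6* and hold 357 *Sst* UMIs. Free RNA is argued against by 1.64% (0.939 to 2.65) in microglia-like cells, at a median of 2881 UMIs against 4350.0, and by at least 2 *Sst* UMIs in 13 of the 161 cells and 1 of 977 microglia-like cells. An *Sst* neuron captured with a *Slc17a6* neuron would bring inhibitory transcripts, and *Gad1*, *Gad2*, *Slc6a5* or *Lamp5* were found in 6 of the 23 cells with both *Sst* and *Slc17a6*, 26.1% (10.2 to 48.4), against 98.9% of the 185 *Slc32a1* neurons with *Sst* and 15.9% (10.3 to 23.1) of the 138 *Slc17a6* neurons with *Slc17a6* and no *Sst*. *Gad1* and *Slc6a5* were each in 0 of 23 cells, which allows a share of up to 13.0%. Of the 3 cells discarded because they had *Slc17a6* and *Slc32a1*, 1 had *Sst*, and with it the share was 29.2% (12.6 to 51.1) of 24 cells. Over the alternatives that change the cells or classes the share of the whole class lay between 12.0% and 17.1%, except with 3000 variable genes for all cells and 2000 for neurons, where it was 2.97% of a *Slc17a6* class of 101 cells, so the pattern depends on which neurons the class takes in. Some glutamatergic neurons of the region may express *Sst*, a hypothesis found and tested in the same cells.

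*Pnmt*, a gene the paper does not discuss, was counted in 24 of 436 *Slc32a1* neurons, 5.50% (3.56 to 8.08), with 61 UMIs. It was in 11 of the 97 untreated neurons, 11.3% (5.80 to 19.4), and 13 of the 339 4OH-tamoxifen neurons, 3.83% (2.06 to 6.47), which were shallower. Of these 24 cells, 22 fell in 1 of the 7 sub-clusters. It was in 0 of 977 microglia-like cells, which allows up to 0.307%, and 0.939% of *Slc17a6* neurons. RNA of C1 neurons, whether free or captured with the cell, would bring *Th*, *Dbh*, *Ddc* or *Slc6a2*, and these were found in 0.0% of the 24 cells (a limit of 12.5%), while *Dbh*, *Ddc* or *Slc6a2* were in 87.5% of the 24 *Slc17a6* neurons with *Th*. Reads that run on from the neighbouring gene *Stard3* would give *Pnmt* UMIs wherever *Stard3* is expressed. There were 1.91 *Pnmt* UMIs per *Stard3* UMI (1.22 to 3.02) in *Slc32a1* neurons, from 61 and 32 UMIs, but 0.00724 (0.00361 to 0.0130) in non-neuronal cells, from 11 and 1519 UMIs, which argues against such reads. The neighbours *Tcap* and *Pgap3* had 0 UMIs in the 24 cells. The share lay between 4.76% and 5.47% over the alternatives that change the cells or classes. Some inhibitory neurons of the region may express *Pnmt*, a hypothesis found and tested in the same cells.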

How the results depend on the processing

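No tests were chosen for this part only after the result was seen. A total of 61 main results were recomputed under the 17 alternatives, which gave 729 values. Of these, 598 stayed within the 95% interval of the reported value (for counts, within 1.5 times), and 131 moved further. A ratio counted as reversed only where its own interval excluded 1, which happened for none of these. The untreated *Gpr4* ratio, 1.60 (0.631 to 4.57), was not such a ratio and fell below 1 with at most 10% mitochondrial UMIs. The cause was not tested for any of the changes below, except where the construction of the alternative gives it. Another Leiden seed and a graph without batch balancing moved 0 of the 61 main results. The mean of each cell's own CPM applied to 9 of them, 10 CPM added before the log to 1 and a minimum of 10 CPM to 1, and these moved 0. Among 122 single genes and groups beyond these, 206 values moved and 3 reversed. No paired analysis was possible because each condition has 1 library. With each library on its own, there is no value for the number of clusters, sub-clusters and genes kept.

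At most 10% mitochondrial UMIs moved the most results, 32. It kept 2111 untreated cells, the medians over all cells were 3205 UMIs and 1583 genes, and the difference in type shares was 16.1 percentage points. The neuron share was 8.16% (5.97% untreated and 8.94% with 4OH-tamoxifen). The *Slc17a6* class fell from 216 to 105 cells before discarding and to 104 after it (20 untreated and 84 4OH-tamoxifen), with medians of 2639.5 UMIs and 1552 genes and 4 sub-clusters, and the *Slc32a1* class to 253 and 252 cells (32 and 220.0). Of *Slc17a6* neurons, 38.5% had *Nmb*, 11.5% *Gal*, 10.6% *Gpr4*, 4.81% *Kcnk5*, 11.5% *Tac1* and 0.0% *Chat*. Of *Slc32a1* neurons, 8.33% had *Ndnf*, 0.397% *Vip* and 0.0% *Npy*, and 8.70% of *Sst* neurons had *Calb2*. Between cells with and without *Gal*, the untreated ratio was 0.590 for *Gpr4* and 0.0 for *Kcnk5*, and the *Scn1a* ratio was 1.37 untreated and 2.14 with 4OH-tamoxifen. In neurons, the ratio of untreated over 4OH-tamoxifen reversed for *Dbh*, to 0.933, and *Slc6a2*, to 0.114.

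With 3000 variable genes for all cells and 2000 for neurons, the neuron share was 10.4% (11.3% with 4OH-tamoxifen), and the *Slc17a6* class had 102 cells before and 101 after discarding (66 with 4OH-tamoxifen), in 3 sub-clusters. Of these, 93.1% had *Nmb*, 50.5% *Gal*, 36.6% *Gpr4*, 21.8% *Kcnk5*, 35.6% *Stmn4* and 0.0% *Th*. In the *Slc32a1* class 75.1% had *Gad1*, 86.0% *Gad2*, 78.6% *Lamp5* and 57.1% *Slc6a5*. The *Scn1a* ratio was 2.32 (2.00 with 4OH-tamoxifen). A Leiden resolution of 1.4 gave 11 sub-clusters of *Slc32a1* neurons.

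A minimum of 500 genes gave medians of 2632 UMIs and 1349 genes over all cells, 4246.5 UMIs and 2187.5 genes in *Slc32a1* neurons, a difference in type shares of 11.4 percentage points and a neuron share of 9.86% with 4OH-tamoxifen. *Nmb* was in 66.7% and *Th* in 0.0% of *Slc17a6* neurons. In *Slc32a1* neurons *Gad1* was in 72.0%, *Gad2* in 82.4%, *Gad1* with *Slc6a5* in 46.3%, *Lamp5* in 79.2% and *Pvalb* in 11.2%, and the *Scn1a* ratio was 1.43. A minimum of 1200 genes kept 7508 cells (4813 with 4OH-tamoxifen), with medians of 3961 UMIs and 1840.5 genes, which its construction explains. The neuron share was 13.7% (8.94% untreated and 16.4% with 4OH-tamoxifen), the difference in type shares 28.1 percentage points, and *Gad1* was in 78.3%, *Gad2* in 87.1% and *Pvalb* in 10.8% of *Slc32a1* neurons.

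Without doublet removal the medians were 2790.0 UMIs and 1414 genes per cell. With doublets removed at the expected rate, *Nmb* was in 45.0% and *Tac1* in 8.91% of *Slc17a6* neurons, and *Gad1* in 77.8%, *Gad2* in 87.6% and *Pvalb* in 11.2% of *Slc32a1* neurons. The ratio of *Rgs5* in microglia-like cells, untreated over 4OH-tamoxifen, reversed to 0.986. With each library on its own, *Tac1* was in 7.21% of *Slc17a6* neurons, and *Gad1* in 75.9%, *Gad2* in 86.5% and *Pvalb* in 11.0% of *Slc32a1* neurons. Neurons called from single cells were 15.8% of all cells (9.64% untreated and 18.2% with 4OH-tamoxifen). With classes from single cells, 5 neurons had both genes, *Nmb* was in 45.8%, *Tac1* in 8.96% and *Chat* in 4.72% of *Slc17a6* neurons, and the *Scn1a* ratio was 1.23 (1.06 with 4OH-tamoxifen).

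Shares of cells with a gene fall by construction when 2 UMIs are required or cells are thinned. With at least 2 UMIs, the shares in *Slc17a6* neurons were 23.5% for *Stmn4*, 3.76% for *Gpr4*, 2.82% for *Kcnk5*, 0.469% for *Tac1* and 0.0% for *Chat*. In *Slc32a1* neurons they were 79.8% for *Gad2*, 63.8% for *Lamp5*, 63.5% for *Gad1*, 40.8% for *Slc6a5*, 32.8% for *Sst*, 29.1% for *Gad1* with *Slc6a5*, 12.4% for *Cck*, 7.11% for *Ndnf*, 1.15% for *Pvalb* and 0.229% for *Htr3a*. More than 1 of *Sst*, *Cck*, *Ndnf* and *Pvalb* was in 1.61% and none in 48.2%. Of *Sst* neurons, 22.4% had *Reln*, 2.80% *Nos1* and 0.0% *Calb2*.

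The depth of the data limits every share, since a cell at this depth misses genes that it expresses. Thinned to 2000 UMIs, *Slc17a6* neurons had *Stmn4* in 30.6% and *Gpr4* in 12.0%. *Slc32a1* neurons had *Gad2* in 79.0%, *Gad1* in 61.8%, *Lamp5* in 61.6%, *Slc6a5* in 41.5%, *Gad1* with *Slc6a5* in 24.2%, *Ndnf* in 8.94%, *Pvalb* in 3.14% and *Htr3a* in 0.483%, more than 1 of the 4 genes in 3.86% and none in 40.3%. *Reln* was in 26.1% and *Calb2* in 0.637% of *Sst* neurons, and the untreated *Scn1a* ratio was 1.63. In the main classes, no share above the background was detectable for *Pvalb* in the *Slc32a1* class as a whole or *Chat* and *Tac1* in *Slc17a6* neurons. The same held for *Htr3a* and *Calb2* after thinning. Depth is not the only limit, since alternatives that change the cells or classes gave up to 11.2% for *Pvalb*, 11.5% for *Tac1* and 4.72% for *Chat*. The ratios of *Gpr4* and *Kcnk5* by *Gal* rest on 32 and 18 UMIs and on 19 and 12 UMIs, too few to tell a ratio from 1 within a library.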

Differences from the paper's values

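In this part, the tests of *Pvalb* in 1 sub-cluster and of the cells with *Slc17a6* or *Vip* in the *Slc32a1* class were chosen only after the result was seen. The values of *Pvalb* outside both classes, and of *Calb2* and *Gpr4* by sub-cluster, were also picked after that. The paper's methods report 28 neurons high in both *Slc17a6* and *Slc32a1* that were discarded, and 3 were found here, as cells of either class with at least 1 UMI of both genes. None of the alternatives set before the data were examined closed this difference. They gave between 2 and 5 cells, the highest with classes from single cells. Beside the 3 discarded cells, 11 *Slc17a6* neurons had *Slc32a1* and no *Slc17a6*, and 12 *Slc32a1* neurons had *Slc17a6* and no *Slc32a1*.

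The paper reports 4 clusters of *Slc17a6* neurons, and 7 sub-clusters were found here at a Leiden resolution of 0.7. The paper gives that resolution for its clustering of all cells and none for the neurons. Of the alternatives set before the data were examined, at most 10% mitochondrial UMIs gave 4, and the number was within 1.5 times the paper's with a minimum of 500 genes (5), a minimum of 1200 genes (5), no doublet removal (6), a graph without batch balancing (6), and 3000 variable genes for all cells and 2000 for neurons (3). It was further from it with doublets at the expected rate (7), another Leiden seed (7), classes from single cells (7) and a Leiden resolution of 1.4 (8).

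The paper states that 4OH-tamoxifen left the proportions of cells unchanged. In the 2 libraries the type shares differed by 13.6 percentage points (11.5 to 15.6), beyond counting error, with microglia-like cells at 11.2% and 7.03% and endothelial-like cells at 9.19% and 5.30%. Over the alternatives the difference lay between 11.4 percentage points, with a minimum of 500 genes, and 28.1, with a minimum of 1200. The libraries differ in depth, so depth may be part of it.

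The paper states that every *Slc32a1* neuron expresses *Lamp5*. It was counted in 83.5% (79.7 to 86.8) of them, in 86.8% (83.2 to 90.0) of the 403 of them with a *Slc32a1* UMI and in 91.8% of the deeper untreated library, and a cell without a UMI can still express it. The paper states that the region lacks interneurons with *Vip*. Among the 403 cells of the *Slc32a1* class with a *Slc32a1* UMI, *Vip* was counted in 7, 1.74% (0.701 to 3.55), with 14 UMIs, against 0.102% of microglia-like cells. The class had 5 more cells with *Vip*, which had *Tac1* and no *Slc32a1* and are not covered by that statement. At most 10% mitochondrial UMIs lowered the share in the whole class from 2.75% to 0.397%.

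The paper describes a glutamatergic cluster distinguished by *Tac1*. It was counted in 1.88% (0.514 to 4.74) of *Slc17a6* neurons. The settings under which the share was higher were at most 10% mitochondrial UMIs (11.5%), classes from single cells (8.96%), doublets at the expected rate (8.91%) and each library on its own (7.21%). A sub-cluster of 36 cells in the *Slc32a1* class held 12 cells with *Slc17a6* and no *Slc32a1*, all with *Tac1*. The low share in the *Slc17a6* class thus depends on where these cells were placed. They were not compared with the paper's own assignments, so the cause of the difference was not tested. Over both classes *Tac1* was in 16 of the 173 cells with *Slc17a6*, 9.25% (5.38 to 14.6).

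The paper describes a cluster of inhibitory neurons with *Pvalb*. It was counted in 6.42% (4.31 to 9.15) of *Slc32a1* neurons and 4.09% (2.94 to 5.53) of microglia-like cells, which is the level of the background in the class as a whole. In a sub-cluster of 68 cells, 65 of them from the 4OH-tamoxifen library, *Pvalb* was in 16.9% (8.76 to 28.3) of those 65, against 6.15% (4.36 to 8.37) of 4OH-tamoxifen microglia-like cells, and after thinning in 10.2% (3.82 to 20.8) against 3.94% (2.31 to 6.23), where the intervals overlap. The share was higher with a minimum of 500 genes (11.2%), doublets at the expected rate (11.2%), each library on its own (11.0%) and a minimum of 1200 genes (10.8%). Among the 496 neurons outside both classes, *Pvalb* was in 14.1%. After thinning it was in 10.2% (7.46 to 13.6) of them, above the 2.38% of microglia-like cells. *Slc32a1* was in 9.48% of these 496 neurons, and whether those with *Pvalb* are inhibitory was not tested. *Pvalb* was the leading gene of the unnamed cluster of 91 of them, which had a median of 2429 UMIs. The pericyte markers *Vtn* and *Rgs5* and the endothelial marker *Flt1* were also among that cluster's leading genes. The paper describes *Calb2* in a cluster of *Sst* neurons. It was in 4.32% (1.89 to 8.34) of all *Sst* neurons, and thinned to 2000 UMIs in 0.637%, against 1.38% of microglia-like cells. By sub-cluster of the *Slc32a1* class, *Calb2* was most frequent in that of 36 cells (27.8%), where *Sst* was in 13.9%. In the sub-clusters of 103, 86 and 50 cells, with *Sst* in 75.7%, 48.8% and 86.0%, *Calb2* was in 4.85%, 2.33% and 0.0%. The paper states that both groups of *Nmb* neurons have similar *Gpr4*. The ratio of cells with *Gal* over those without was 2.04 (1.11 to 3.86) over both libraries, 1.39 from the mean of each cell's own CPM and 2.24 (0.860 to 6.49) after thinning, and neither library alone showed a ratio apart from 1. The paper's groups are clusters. Here *Gpr4* was in 42.2% of the sub-cluster of 64 cells, where *Gal* was in 68.8%. It was in 28.3% of that of 46 cells, where *Gal* was in 13.0%. No test was made between these sub-clusters.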

Other observations

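In this part, the tests of the mitochondrial limit, of lost cytoplasm, of captured neurons and of free neuronal RNA were chosen only after the result was seen.

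One neuronal cluster of 111 cells held 2 untreated and 109 4OH-tamoxifen cells, of which 2 and 104 had at least 2 of the cholinergic genes *Chat*, *Slc18a3* and *Slc5a7*. A second neuronal cluster, which could not be named, held 82 and 226, of which 41 and 99 had them. The limit of 20% mitochondrial UMIs accounts for part of the difference. Clustered without it, the first cluster held 15 untreated cells, 13 of them above 20%, and 131 4OH-tamoxifen cells, 22 of them above 20%. That was 0.416% (0.233 to 0.684) of the untreated and 1.49% (1.25 to 1.77) of the 4OH-tamoxifen cells, which argues against the limit as the whole reason. Within the 4OH-tamoxifen library, the first cluster had a median of 9460.0 UMIs and 14.5% mitochondrial UMIs and the second 2615.5 UMIs and 4.80%, and *Malat1* was at 8361 CPM in the first and 77013 CPM in the second. Cells of the second cluster that lost cytoplasm would be short of cytoplasmic RNA. The median log2 ratio of second over first cluster was -1.22 for the 13 mitochondrial genes and 1.48 for 68 long intergenic noncoding RNAs, but 1.20 for 89 ribosomal protein genes (86 above 0), against 0.10 for 8816 other protein-coding genes, which argues against a loss of cytoplasm in that form. Whether the first cluster is smaller in the untreated library by treatment, by the pooled mice or by the preparation was not tested, since each condition has 1 library.

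The summed UMIs of *Snap25*, *Syp*, *Tubb3* and *Elavl2* were higher with 4OH-tamoxifen in 8 of 8 non-neuronal types, with ratios from 1.32 (1.19 to 1.47) in oligodendrocyte-like to 2.44 (2.02 to 2.96) in microglia-like cells. Neurons captured with single cells would leave many UMIs in few cells. Without the 6 untreated and 17 4OH-tamoxifen microglia-like cells with at least 3 UMIs of the 4 genes, the ratio was 2.48 (2.02 to 3.06), which argues against this explanation. RNA free in the droplets would raise these genes in all 8 types, but that is the pattern itself and decides nothing. It cannot be told apart from a change within the cells, because droplets without cells were not analysed here. An effect of 4OH-tamoxifen on the amount of neuronal RNA released was not tested.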
